# *Aspergillus fumigatus*, One Uninucleate Species with Disparate Offspring

**DOI:** 10.3390/jof7010030

**Published:** 2021-01-06

**Authors:** François Danion, Norman van Rhijn, Alexandre C. Dufour, Rachel Legendre, Odile Sismeiro, Hugo Varet, Jean-Christophe Olivo-Marin, Isabelle Mouyna, Georgios Chamilos, Michael Bromley, Anne Beauvais, Jean-Paul Latgé

**Keywords:** *Aspergillus fumigatus*, conidium, germination, asynchrony, transcriptome, aspergillosis

## Abstract

Establishment of a fungal infection due to *Aspergillus fumigatus* relies on the efficient germination of the airborne conidia once they penetrate the respiratory tract. However, the features of conidial germination have been poorly explored and understood in this fungal species as well as in other species of filamentous fungi. We show here that the germination of *A. fumigatus* is asynchronous. If the nutritional environment and extensive gene deletions can modify the germination parameters for *A. fumigatus*, the asynchrony is maintained in all germinative conditions tested. Even though the causes for this asynchrony of conidial germination remain unknown, asynchrony is essential for the completion of the biological cycle of this filamentous fungus.

## 1. Introduction

*Aspergillus fumigatus* is a saprotrophic fungus which lives in the soil in decaying vegetal material and upon inhalation of airborne conidia can cause life-threatening infections. Conidia are ubiquitous in the air and continuously transported through the air current. Encountering an aqueous nutritive environment leads to conidial germination. Morphologically, germination can be classically divided into three stages. First, a lag phase occurs without any morphological modification but with an active intracellular expression of genes [1,2], preparing the synthesis of protein necessary for germination but not requiring de novo RNA synthesis. The second stage is the isodiametral growth of germinating conidia consecutive to an intracellular increase in osmotic pressure. The third stage corresponds to a polarized growth with the formation of a germ tube [3,4] after the first mitosis. If the association between the polarized growth and mitotic events has been well established in *Aspergillus* [4,5,6], the characterization of the early stages of germination has been poorly understood. Even though an *Aspergillus* colony originates from one conidium with a single nucleus, heterogeneity in the physiological activities in different regions of a colony or in different hyphal compartments within a single hyphae has been repeatedly noticed [7]. This heterogeneity is also observed for a conidial population and linked to resistance to antifungal drugs [8]. Bleichroldt et al. [9] identified distinct subpopulations of *A. fumigatus* conidia showing different patterns of heterogeneity at the cell wall level that manifest differential fitness to the antifungal caspofungin. However, the exact mechanisms linking single cell heterogeneity to this drug susceptibility status are not understood.

Although germination is the primary event at the origin of human infections, exit of quiescence and germination of the conidia have been poorly documented. This is especially true for the pre-mitotic events leading to the swelling of the conidium. Moreover, even though germination is highly dependent on the nutritional environment [10], the role of different nutrients during early germination stages has not been precisely investigated yet. The aim of our study was to characterize the heterogeneity and asynchrony of the early steps of the germination process of the filamentous fungi *A. fumigatus* in different nutritional environments.

## 2. Methods

### 2.1. Strains

The *A. fumigatus* strain used in this study was CEA17ΔakuBKU80, which originated from the clinical isolate CBS 144–89 [11,12]. This strain was maintained on 2% malt-agar slants at ambient temperature. Preliminary experiments showed that the percentage of germination and the size of the swollen conidia when the germ tube was issued were not significantly different with 2 to 4 weeks old conidia (data not shown). Accordingly, conidia were harvested from 21-day-old malt-agar slants using 0.05% Tween–water, filtered (40 µm), washed three times with 0.05% Tween–water and then counted using the LUNA Automated Cell Counter.

Several cell wall mutants of the Aspergillus unit of the Institut Pasteur and a library of transcription factor mutants previously constructed and provided by the Bromley laboratory were also used in this study. The cell wall mutants were affected in their content of melanin, α1,3 glucan, rodlets, galactomannan and chitin [13,14,15,16,17].

### 2.2. Germination Conditions

Conidia were suspended in different media at a concentration of 5 × 10^5^ spores/mL in a volume of 220 µL in 8-well uncoated Ibidi slides (80821) and incubated at 37 °C. Four media were used: (1) D-glucose 1% (G); (2) D-glucose 1% with ammonium tartrate dibasic 0.92 g/L (GA); (3) D-glucose 10g/L with ammonium tartrate dibasic 0.92 g/L and KH_2_PO_4_ 1.52 g/L (GAP); (4) Minimal medium (MM). Minimal medium contains D-glucose 10 g/L, ammonium tartrate dibasic 0.92 g/L, KH_2_PO_4_ 1.52 g/L, MgSO_4_ 0.52 g/L, KCL 0.52 g/L, trace element solution (Na_2_B_4_O_7_, CuSO_4_, MnSO_4_, Na_2_MoO_4_, ZnSO_4_). All 4 media were supplemented with 34.5 g/L MOPS (morpholinepropanesulfonic acid; pH 7) to eliminate the possible change in pH during germination. Ammonium, glucose and phosphate are the three essential macronutrients for the synthesis of all fungal macromolecules and hence required for *Aspergillus* growth. However, their separate or joint impact has not been assessed during the germination of *A. fumigatus*. This is the reason for the selection of the G, GA and GAP media in comparison with the complete defined medium MM. In addition, RPMI-1640 medium is classically used in the testing of the effect of antifungal drugs and selected for its composition, which is closer to the host environment, so it has been also used [18,19,20].

### 2.3. Video Microscopy

The germination process was followed over a 24-h time period under a Nikon TI microscope equipped with a 37 °C incubator and a 40× objective, with 1 picture captured every 4 min. Data were analyzed using ICY software [21,22,23]. We set up a specific program to automatically detect the conidia and measure their size over time. The size was evaluated as the area measured in pixels and was kept as such since pixels were the true measures recorded by the software. For a better understanding of the size of the fungal cell, pixels were sometimes translated into µm^2^ with a value of 0.0256 µm^2^ per pixel.

### 2.4. Nucleus and Septum Staining

Staining for nucleus and septum was performed on unfixed material. For nuclear staining, supernatant of the germinating medium was removed and Hoechst (Molecular probes/Thermofischer 33342) was added at a concentration of 1:2.000 in 220 µL in phosphate-buffered saline (PBS) for 10–15 min, then washed and resuspended in PBS. The number of nuclei was counted with an Evos microscope using bright field and UV filters.

For septum staining, CalcoFluor White (CFW) was added at a concentration of 5 µg/mL for 10–15 min, washed and then evaluated with an Evos microscope using bright field and UV filters.

Incubation time was 24 h in G, GA and GAP media and 11 h in MM medium to obtain the same morphology with short germ tubes.

### 2.5. Transcriptome

The amount of DNA extracted from germinating conidia was very low in G and GA media, with a mean of 2 ng in GA and 28 ng in G for 108 conidia germinating at a 40 ± 10% ratio, and did not permit us to run a proper RNA-seq experiment. Accordingly, the transcriptome analysis was only performed in GAP medium and MM medium. Even though the composition of the culture media remained the same, the experimental conditions were slightly different from the conditions used for the video microscopy to be able to recover enough mRNA to perform the RNA-seq experiment. For the transcriptome experiments, the fungus was grown in square plastic dishes of 120/120 mm (Greiner, Kremsmünster, Austria) with 35 mL of liquid medium, with a time of incubation of the conidia in the GAP medium and MM medium of, respectively, 30 h of incubation in GAP medium and 11 h for MM medium to maintain a similar fungal morphology in both conditions. Moreover, the number of germinated conidia presenting a germ tube was 40 ± 10% in both media. However, in MM medium, the fungus continued to grow after 11 h, whereas in GAP medium, growth stopped after 30 h. Three biological replicates were performed. Conidia were collected in phenol and then disrupted with 0.5-mm diameter glass beads in a volume of 500 µL. RNA was isolated using the Ambion TURBO kit. Total RNA was checked on the Bioanalyser system (Agilent) for its quality and integrity. Ribosomal RNA depletion was performed using the Bacteria RiboZero kit (Illumina, San Diego, CA, USA). From rRNA-depleted RNA, directional libraries were prepared using the TruSeq Stranded mRNA Sample Preparation Kit, following the manufacturer’s instructions (Illumina, San Diego, CA, USA). Libraries were checked for quality on Bioanalyser DNA chips (Agilent, Santa Clara, CA, USA). Quantification was performed with the fluorescent-based quantitation Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). Sequencing was performed as an SRM run (SR: single read, M: multiplexed samples) for 65-bp sequences on a HiSeq 2500 Illumina sequencer (65 cycles). The multiplexing level was 6 samples per lane. Quality control of FastQ files was performed using FastQC and trimmed with Trimmomatic (sliding window, averaging over 4 bases with average quality of >20) [24]. Trimmed reads were aligned to the *A. fumigatus* A1163 genome (assembly ASM15014v1, Ensembl Fungi release 48) via HISAT2 (standard parameters) and counted with FeatureCounts with the Ensembl Fungi v48 gene annotation [25,26,27]. Differential expression analysis was performed with DESeq2 [28]. A generalized linear model was set in order to test for the differential expression between the intracellular persisters and control conditions. Raw P values were adjusted for multiple testing according to the Benjamini and Hochberg procedure and genes with an adjusted p value lower than 0.05 were considered differentially expressed. RNA-seq datasets are available in the NCBI Gene Expression Omnibus under accession number GSE152682 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152682).

### 2.6. Epigenetic Inhibitors

Epigenetic inhibitors were selected from previous publications, some of them having already been shown to be active against *A. fumigatus* [29,30,31,32,33,34,35,36,37,38]. All inhibitors were added to G, GA, GAP and MM media with successive dilutions from the starting solution. Epigenetic inhibitors were RG108 (diluted in DMSO at 70 mg/mL), Vorinostat diluted in DMSO at 2 mg/mL, Bromidespin in DMSO 10 mg/mL, Zebularine in DMSO at 50 mg/mL, Trichostatin in DMSO at 5 mM, Nanaomycin A in DMSO at 13 mg/mL, JQ1 in DMSO at 5 mg/mL, Terbinafin in DMSO at 10 mg/mL 3,-deazaneplanocin in water at 3 mg/mL, GSK1324726A: in DMSO at 50 mg/mL. Conidial germination as well as its asynchrony was assessed under a light microscope.

### 2.7. Statistical Analysis

Data were analyzed using one or two-way ANOVA on 20–100 conidia measured per factor. Least mean square classification was used to rank average data with a Student *t* test and means not connected by the same letter are significantly different. Analysis was run on JMP software (SAS Institute, Cary, NC, USA).

## 3. Results

### 3.1. Characterization of Conidial Germination in A. fumigatus

Germination of fungal conidia is initiated by an isodiametral growth stage resulting in the formation of a spherically enlarged, “swollen” conidium. This is followed by a polarized phase leading to the production of a germ tube. As previously reviewed by other authors and ourselves [1,4], and from data presented herein, it is clear that germination of *A. fumigatus* conidia is asynchronous. In MM medium, swelling of the first conidia started after around 1 h, whereas others did not reach this stage until 10 h post-incubation (Figure 1 and Figure 2). During the swelling phase, conidial size increased from a mean area of 254 ± 17 pixels (6.5 µm^2^) for resting conidia to an area of 757 ± 283 pixels (19.4 µm^2^) after 8 h. Average size and SD were computed on 100 conidia to analyze the asynchrony of the conidial germination. Among the conidial population, the first germ tube was formed 7 h after the beginning of the incubation in MM medium, whereas the last one appeared after 18 h. After 11 h, more than 90% of conidia had germ tubes. The number of germ tubes per conidium also varied among conidia: 16 h after the beginning of germination, 4% of conidia had one germ tube, 51% had two germ tubes, 44% had three germ tubes and 2% had four germ tubes.

The kinetic of growth from the beginning of the swelling to the emergence of the first germ tube was exponential (i.e., proportional to 𝑒^𝑟^), with an intrinsic growth rate 𝑟 of 0.0035 ± 0.00049 (standard deviation) every 4 min. In our experimental conditions, the lag phase had a mean of 167 min (±85 for standard deviation). The value of the intrinsic growth rate is an inherent property of each conidium which is not influenced by the length of the lag phase or the time at which the germ tube emerged (Figure 2; Supplementary Figure S1), indicating that the germination characteristics are an intrinsic property of each conidium.

### 3.2. Does the Nutritional Environment Modify the Conidial Germination Asynchrony?

To assess if asynchrony of germination is linked to specific nutrients in the growth media, germination of the conidia was investigated in four different culture conditions: glucose alone (G), glucose and ammonium (GA), glucose, ammonium and phosphate (GAP) and minimal medium (MM) (Table 1; Figure 3; Supplementary Figures S2–S6). Even though the value of the different germination parameters was directly dependent on the environmental culture conditions (Table 1), the asynchrony of the conidial germination was conserved in the G, GA, GAP, MM (Figure 3) and RPMI media.

Conidial swelling was not correlated with the percentage of germinating conidia. The largest increase in the size of the swelling conidia was seen in MM medium but also in GAP medium, while the percentage of germination was the lowest in GAP medium (Figure 4; Supplementary Figure S6; Table 1). In G medium, the size of conidia at 8 h was small, with 395 ± 10 px (10.1 µm^2^). At 16 h, mean size of swollen conidia was 471 ± 10 px (12.1 µm^2^). In GA, conidia were also small, with a mean size of 412 ± 13 px (10.5 µm^2^) at 8 h of incubation and 460 ± 16 px (11.8 µm^2^) at 16 h in swollen conidia. In GAP medium, the phenotype was completely different, with conidial swelling similar to that seen in MM medium. At 8 and 16 h, mean sizes of conidia (without germ tubes) in GAP were 518 ±13 px (13.3 µm^2^) and 1078 ± 24 px (27.6 µm^2^), respectively. The size of the conidia after 6 h incubation in RPMI was 704 ± 27 px and the first germ tube appeared the earliest of all media (375 ± 7 min), with a mean size of 906 ± 25 px.

The first germ tube was seen after 7 h of incubation in MM, 8 h in GA, 11 h in GAP and 18 h in G (Figure 4). With the exception of GAP, the number of germinated conidia slowly increased over time to reach more than 80% after 10 h in MM and 2 days in GA and G. In GAP, the emergence of new germ tubes unexpectedly stopped after 24 h and never reached a percentage above 20% of germinated conidia in the experimental conditions used for video microscopy.

The morphology of the germ tube was also different in the different media (Figure 3). Germ tubes were thin in G and GA media, with a diameter of 0.9 µm, compared to 2.6 µm in the GAP and MM media. In G medium, germ tubes were short, with an average length of 7.5 µm and 12 µm after, respectively, 24 and 48 h. In GA, germ tubes were longer than in G medium (average length of 17 and 29 µm after 24 and 48 h). In GAP, germ tubes had an average length of 14 and 15 µm after, respectively, 24 and 48 h due to growth arrest after 30 h. The largest germ tubes with a diameter of 2.6 µm were similar in MM and GAP media (Table 1). Interestingly, the analysis of the germ tube size also shows heterogeneity of the population of the germinated conidia (Figure 5). Additional experiments in a medium with glucose and phosphate without ammonium tartrate indicated that increased width of the germ tube was associated with the presence of phosphate (data not shown).

After 24 h of incubation in the medium, the number of germ tubes per conidium was influenced by the composition of the medium. Only single germ tubes were seen in G. In GA and GAP media, 3.9% and 13.7% of germinated conidia displayed two germ tubes after 24 h. In MM medium, 25% of the germinated conidia had two germ tubes after 11 h of incubation in the medium (data not shown).

### 3.3. Nuclear Division and Septum Formation in Different Nutritive Environments

In G and GA media after 24 h of germination, all conidia, even when they had a germ tube, had a single nucleus which eventually migrated into the germ tube (Figure 6). After 3 days of incubation in G and GA (at a time when growth had stopped), only 4% of the germinated conidia had two and 2% had three nuclei, indicating that mitosis was inhibited. This limited increase in the number of nuclei was independent of the length of the germ tube (data not shown). At this time, the nucleus stayed in >80% of the germinated conidia in the original conidium and did not migrate into the germ tube, indicating that the nuclear migration was inhibited concomitantly with the repression of mitosis. In the remaining germinated conidia, one nucleus was seen in the germ tubes. In contrast to G and GA media, mitosis was active in GAP and MM media; the number of nuclei started to increase during the conidial swelling and continued to expand during germ tube elongation. Interestingly, the number of nuclei per conidium before germ tube initiation or in germinated conidia in GAP (mean of 3 nuclei) was higher than in MM (mean of 2 nuclei). Later during germ tube emergence, an average of 7 to 8 nuclei was observed in 30 to 35 µm germ tubes in MM (after 11 h incubation), whereas 10 nuclei were present in germ tubes of similar size in GAP (after 24 h incubation) (data not shown).

No septa were seen in germ tubes produced in G medium after 24 h (Figure 7). Even though germinated conidia had only one nucleus in GA after 24 h, 6.6% of the germ tubes, which ranged in size from 15 to 35 µm, had a septum. In GAP (24 h) and MM (11 h), 11% and 12% of the germ tubes, respectively, had septa, even though the average length of the germ tubes (12 to 60 µm in both media) was similar to those in the GA medium (Figure 7) and even though the numbers of nuclei were much higher in the GAP and MM media (see above).

### 3.4. Growth Arrest in G, GA and GAP Media Is Caused by Exhaustion of Nutrients Present in the Conidia

In our experimental conditions, germ tube growth stopped after 24–30 h in GAP media and 48 h in G media and GA media, while the germ tube continued to grow in MM medium. After the arrest of growth, the replacement of G, GA and GAP medium by the same respective fresh medium did not induce renewed growth. However, when G, GA and GAP media were replaced by MM medium, growth was immediately restored (Supplementary Figure S7). These results indicate that the growth arrest in G, GA and GAP was not due to a starvation event resulting from the total consumption of the components of the G, GA or GAP media but to the exhaustion of essential nutrients originally present in the conidium.

Data presented above show that conidial swelling, rate of germination, germ tube morphology, septum formation and nuclear division were separate morphogenetic events differently influenced by the nutritional composition of the environment.

### 3.5. Transcriptome Analysis

Since the growth of germ tubes stopped after 30 h in GAP medium and the growth continued in MM medium, a transcriptome analysis was undertaken in these two media to attempt to identify which genes were essential for germ tube growth (Figure 8 and Supplementary Figure S8 and Table S1). 

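RNA was sequenced from germinating conidia of the strain CEA17 with the akuB (KU80) gene deleted, which originated from a clinical isolate. Conidia were kept for 30 h in GAP medium or for 11 h in MM medium, with 3 biological replicates in each medium, so that medium and incubation time changed together. GAP medium holds glucose, ammonium and phosphate, and MM medium also holds magnesium sulfate, potassium chloride and trace elements. The sample labels name the first medium GPA and give the same times. Ribosomal RNA was depleted, and directional libraries were read as single reads of 65 bp. The authors trimmed the reads, aligned them with HISAT2 to the A1163 genome (ASM15014v1, Ensembl Fungi annotation) and counted them per gene with FeatureCounts; whether the strand was used in counting is not given in the sources used here, so overlapping and antisense genes are uncertain, as are near-identical copies of a gene. The counts on genes were 22853716, 23099210 and 28939204 in GAP replicates 1, 2 and 3, and 19160080, 20527536 and 23404804 in MM replicates 1, 2 and 3. From these counts, edgeR's quasi-likelihood test was run with TMM scaling on the 8852 of 9929 genes that passed edgeR's filter on low counts. All fold changes are GAP over MM on the log2 scale, and levels are CPM, the counts of a gene relative to the TMM-scaled size of its library.
With Benjamini-Hochberg adjusted p under 0.05, 3876 genes were upregulated and 3343 were downregulated in GAP medium, together 81.6% of the genes tested. The median absolute log2 fold change of these genes was 1.29. The 3 GAP and 3 MM values did not overlap in 84.3% of the genes tested, where chance gives 10%. The biological coefficient of variation was 14.7%. A requirement that the change exceed a log2 fold change of 1 (glmTreat) moved the count most and left 2192 upregulated and 1510 downregulated genes. With so many genes changed, the scaling sets where 0 lies. Without normalization factors the median log2 fold change of all genes was higher by 0.65, with upper-quartile scaling it was higher by 0.15, and the split became 5470 upregulated and 1960 downregulated genes with total counts only. In the authors' deposited table, 3839 genes were upregulated and 3535 were downregulated, and 7008 of the tested genes were called with the same sign in both.
Lists of genes were compared with all other tested genes by camera, with a preset inter-gene correlation of 0.01 and adjustment over the 11 lists behind the statements on GAP medium. Of the 9 lists called in this way, all 9 were called by fry, which asks whether the list itself changed. None of the 9 was called by camera with the correlation estimated from these 6 libraries, where the adjusted p ran from 0.0677 to 0.441. Here and below, a correlation estimated from 6 libraries is itself imprecise, so a call lost with it does not decide the question.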

A gene ontology analysis showed that, as expected, the growth arrest in GAP was directly associated with a reduced expression of the genes coding for ribosome and protein synthesis. 

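The gene ontology analysis was not repeated. The 147 genes described in the deposited table by the words ribosomal or ribosome biogenesis, without nonribosomal peptide synthases, kinases and transferases, were taken as the list. All 147 were tested, 145 were downregulated in GAP medium and none was upregulated, over all genes as well as adjusted over the list alone. The median log2 fold change was -2.21 (camera adjusted p = 2.91e-38). Scaling by total counts moved it most, to -1.55. The 82 cytosolic members had a median of -2.54 and were all downregulated, the 41 mitochondrial members had a median of -1.79 with 40 downregulated, and the 24 members of biogenesis and processing had a median of -1.47 with 23 downregulated. The gene of the 40S ribosomal protein S17 (AFUB_026110) fell from 2281 ± 155 CPM in MM medium to 244 ± 9.61 CPM in GAP medium (SD, n = 3), a log2 fold change of -3.23 (standard error 0.09, adjusted p = 9.16e-08, edgeR). The gene of S4 (AFUB_042210) had a log2 fold change of -3.04 (standard error 0.07, adjusted p = 9.16e-08, edgeR). Cytosolic ribosomal genes took 18.8% ± 0.476 of all counts in MM medium and 4.97% ± 0.122 in GAP medium (SD, n = 3), without overlap between the media (exact permutation test, 2-sided, p = 0.1, the smallest that 3 against 3 libraries allow). From the gene ontology analysis, the paper concludes that the growth arrest in GAP medium was associated with a reduced expression of the genes of ribosome and protein synthesis.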

Interestingly, the genes involved in the synthesis of B vitamin were all downregulated (Supplementary Table S1). 

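Table S1 lists 45 genes under the synthesis of B vitamins, of which 44 were tested. In GAP medium 22 were downregulated, 10 were upregulated and 12 were not called, and the counts were the same adjusted over the list alone, which is not independent evidence because the study compiled the list on these libraries. The median log2 fold change was -0.28 (camera adjusted p = 0.0229), and 32 of the 44 values were below 0. The median depends on the scaling and was 0.38 with total counts only, where the list no longer stood apart from the other genes (camera adjusted p = 0.0523, with adjusted p from 6.48e-05 to 0.232 over all alternatives). Among the parts of the list, the 16 thiamine genes had a median of -0.50 with 9 downregulated and 4 upregulated, and the 15 tested folate genes had a median of -0.30 with 8 downregulated and 3 upregulated. The 9 riboflavin genes had a median of -0.06, with 3 downregulated and 2 upregulated. The adenylate kinase gene AFUB_007850, listed under thiamine, fell from 567 ± 47.4 CPM in MM medium to 99.6 ± 1.1 CPM in GAP medium (SD, n = 3), a log2 fold change of -2.51 (standard error 0.09, adjusted p = 2.31e-07, edgeR). The pantoate--beta-alanine ligase gene panA (AFUB_058610) changed by -2.01 (standard error 0.10, adjusted p = 6.69e-07, edgeR). In the other direction, the histidine acid phosphatase gene AFUB_084700, also listed under thiamine, had the largest change, with 249, 638 and 498 counts in the GAP libraries and 0, 8 and 20 in the MM libraries, a log2 fold change of 4.74 (standard error 0.67, adjusted p = 0.000245, edgeR) that was 4.12 without MM replicate 1 and 5.85 without MM replicate 3. The alkaline phosphatase family gene AFUB_052370 rose from 28.8 ± 3.72 to 126 ± 3.91 CPM, a log2 fold change of 2.13 (standard error 0.11, adjusted p = 7.91e-07, edgeR).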

As expected, the nucleotide sugar synthesis pathway and the alpha and beta glucan synthases were downregulated in the GAP medium. 

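Of the 20 nucleotide sugar synthesis genes of Table S1, 13 were downregulated and 4 were upregulated in GAP medium, with a median log2 fold change of -1.04 (camera adjusted p = 0.00258). The same 13 to 4 split was found adjusted over the list alone. With total counts only the median was -0.39. The 4 genes of GDP-mannose synthesis were all downregulated, with a median of -1.58, while the 7 genes of UDP-galactopyranose and UDP-galactofuranose synthesis were split into 4 downregulated and 3 upregulated. The phosphoglucomutase gene AFUB_045220 fell from 89 ± 2.23 CPM in MM medium to 21.7 ± 0.843 CPM in GAP medium (SD, n = 3), a log2 fold change of -2.03 (standard error 0.08, adjusted p = 2.96e-07, edgeR). A gene without a described function, AFUB_036480, fell further, by -3.11 (standard error 0.12, adjusted p = 2.7e-07, edgeR). The glucokinase gene AFUB_032000 rose from 12.5 ± 3.46 to 52.9 ± 4.44 CPM, a change of 2.08 (standard error 0.20, adjusted p = 2.72e-05, edgeR), and the low UDP-glucose 4-epimerase gene AFUB_071250, with 37, 31 and 83 counts in the GAP libraries and 8, 3 and 6 in the MM libraries, by 2.20 (standard error 0.47, adjusted p = 0.00239, edgeR).
Table S1 gives 3 genes for the synthesis of beta-1,3-glucans. The catalytic subunit FksP (AFUB_078400) was at 673 ± 33.5 CPM in MM medium and 541 ± 8.87 CPM in GAP medium, a log2 fold change of -0.32 (standard error 0.08, adjusted p = 0.00564, edgeR). Its call depends on the scaling, since it was not called with upper-quartile scaling, at -0.17, and was called as upregulated with total counts only, at 0.34. The GTPase gene Rho1 (AFUB_072830) changed by -0.84 (standard error 0.11, adjusted p = 0.000193, edgeR), and by -0.19 with total counts only, no longer past the threshold. No difference past the replicate error was found for Rom2 (AFUB_056090), at 0.11 (standard error 0.08, adjusted p = 0.22, edgeR), but it was called as upregulated with upper-quartile scaling, at 0.26, and with total counts only, at 0.76. The 3 alpha-1,3-glucan synthase genes, whose reads the counting could have split between similar copies, went in both directions. AFUB_027030 was downregulated by -1.21 (standard error 0.11, adjusted p = 1.88e-05, edgeR). AFUB_047490 was at -0.27 (standard error 0.10, adjusted p = 0.0422, edgeR), and its call was lost without GAP replicate 2 (-0.20), GAP replicate 3 (-0.29), MM replicate 2 (-0.25) or MM replicate 3 (-0.29), and also with upper-quartile scaling (-0.12), the stricter filter (-0.19) and the replicate number as a block (-0.27), while with total counts only it was called as upregulated, at 0.39. AFUB_014990 rose from 10.5 ± 4.5 CPM in MM medium to 85.7 ± 4.67 CPM in GAP medium, a log2 fold change of 3.02 (standard error 0.29, adjusted p = 2.66e-05, edgeR).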

Deficit in growth was strongly associated with a downregulation of all pathways, leading to the production of GAG, which is a hallmark of *A. fumigatus* mycelial growth. 

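Galactosaminogalactan (GAG) is a polymer of galactose and N-acetylgalactosamine in the cell wall. The 5 genes of its cluster in Table S1 carry consecutive identifiers in the deposited table, and all 5 were downregulated in GAP medium, with a median log2 fold change of -5.22 (camera adjusted p = 4.48e-06) and 5 of 5 called adjusted over the list alone. The UDP-glucose 4-epimerase gene AFUB_041210, also counted among the nucleotide sugar genes, was at 140 ± 43.4 CPM in MM medium and 0.701 ± 0.0938 CPM in GAP medium (SD, n = 3), a log2 fold change of -7.63 (standard error 0.32, adjusted p = 3.57e-07, edgeR). Its 3 MM counts were 1457, 2660 and 2985, and its 3 GAP counts were 23, 17 and 26. The extracellular serine-rich protein gene AFUB_041240 changed by -5.67 (standard error 0.25), the polygalactosaminidase gene AFUB_041230 by -5.22 (standard error 0.14) and the spherulin-like gene AFUB_041220 by -4.16 (standard error 0.28). The glycosyl transferase gene AFUB_041250 changed least, from 291 ± 4.75 to 33.7 ± 10.3 CPM, a log2 fold change of -3.11 (standard error 0.21, adjusted p = 3.65e-06, edgeR). Each change was many times its standard error, and with each library left out in turn the median of the list stayed between -5.34 and -5.12.

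**Figure D1:**
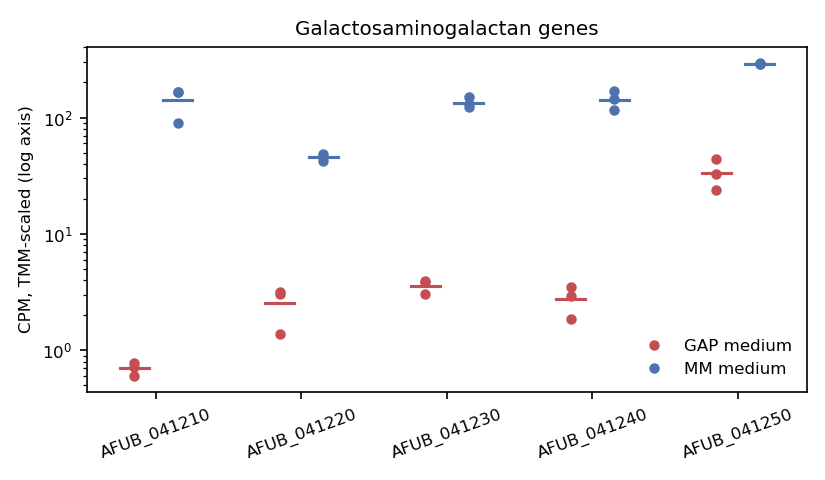
Levels of the 5 galactosaminogalactan genes in each library, as TMM-scaled CPM on a log axis, with a point per replicate and a line at the mean of the 3 replicates of each medium. Every GAP value lies below every MM value of the same gene, and AFUB_041210 has the widest gap.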

In the GAP medium, nutrient starvation induced growth arrest and the fungal metabolism was tuned for nutritive anabolism. 

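Genes for the breakdown of plant polysaccharides were taken from the deposited descriptions by fixed words such as cellulase, xylanase and pectate. Of the 77 genes found, 54 were tested, of which 38 were upregulated and 5 were downregulated in GAP medium, over all genes and adjusted over the list alone. Their log2 fold changes had a median of 1.52 (camera adjusted p = 0.00458). It was higher, at 2.17, with total counts only, but there the list no longer stood apart from the other genes (camera adjusted p = 0.0523, with adjusted p from 0.000658 to 0.441 over all alternatives). The 15 tested pectin genes had a median of 2.18 with 11 upregulated and none downregulated, 12 of the 17 xylan and other hemicellulose genes were upregulated and 1 was downregulated, and the 22 cellulose genes had a median of 1.47 with 15 upregulated and 4 downregulated. The levels were low: the 77 genes together took 0.268% ± 0.0071 of all counts in GAP medium and 0.0675% ± 0.00722 in MM medium (SD, n = 3). The pectate lyase gene AFUB_079680 had 109, 45 and 153 counts in the GAP libraries and none in the MM libraries, so that it was at least 53.2-fold higher in GAP medium against a floor of 3 counts over the MM libraries. The xylosidase gene AFUB_018010 was at 4.28 ± 0.182 CPM in GAP medium and 0.0785 ± 0.0682 CPM in MM medium, a log2 fold change of 5.66 (standard error 0.41, adjusted p = 5.02e-06, edgeR). The endoglucanase gene AFUB_030110 went the other way, with a log2 fold change of -4.52 (standard error 0.19, adjusted p = 4.13e-07, edgeR).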

The search for food was correlated to the high expression of plant glycosyl hydrolases (such as cellulase, pectinase, hemicellulase) able to degrade plant material, indicating that the “grass eater” *A. fumigatus* was starved in this medium and actively looking for a carbon source. Interestingly, transcriptome data indicated that Zn was lacking during growth in GAP but not iron. 

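Of the 11 zinc importer genes of Table S1, 9 were upregulated and 2 were downregulated in GAP medium, and the counts were the same adjusted over the list alone. The median log2 fold change was 0.98 (camera adjusted p = 0.0255), and 1.63 with total counts only. The gene zrfC (AFUB_066680) rose from 15.9 ± 4.32 CPM in MM medium to 263 ± 71.7 CPM in GAP medium (SD, n = 3), a log2 fold change of 4.05 (standard error 0.27, adjusted p = 3.34e-06, edgeR). The gene zrfF (AFUB_024650) rose from 32.3 ± 1.61 to 260 ± 19.8 CPM, a change of 3.01 (standard error 0.10, adjusted p = 1.29e-07, edgeR). The gene fetD (AFUB_071880), described in the deposited table as a low affinity iron transporter, changed by 3.30 (standard error 0.31, adjusted p = 2.12e-05, edgeR). The downregulated members were zrfG (AFUB_018540), at -0.86 (standard error 0.09), and zrfH (AFUB_027750), at -0.73 (standard error 0.09), and neither passed the threshold with total counts only.
Of the 9 siderophore genes of Table S1, 1 was upregulated, 2 were downregulated and 6 were not called, with a median log2 fold change of -0.20 that did not stand apart from the other genes (camera adjusted p = 0.76). Adjusted over the list alone, 1 was upregulated and 1 was downregulated. The sign of this median is not settled, since it was 0.47 with total counts only and ranged from -0.51 without GAP replicate 1 to 0.0623 without MM replicate 2, and was also above 0 without GAP replicate 2, at 0.0580. The gene sidC (AFUB_016590) changed by 0.98 (standard error 0.14, adjusted p = 0.000302, edgeR), and the lipase/esterase gene AFUB_044860 by -2.40 (standard error 0.24, adjusted p = 2.92e-05, edgeR). The paper's recipes list zinc for MM medium only and iron for neither medium. The lack of a clear shift in the siderophore genes therefore cannot show whether iron was lacking in GAP medium.

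**Figure D2:**
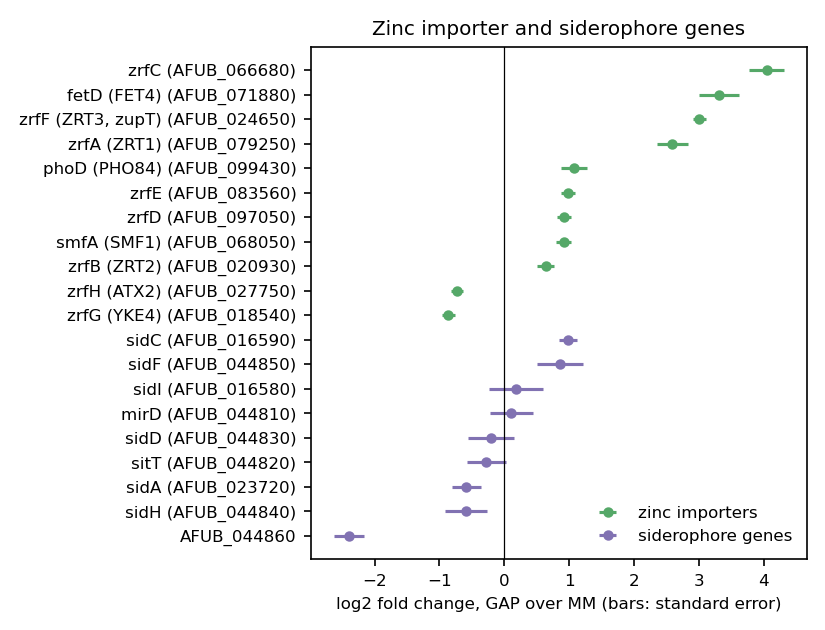
Log2 fold change, GAP over MM, of the 11 zinc importer genes and the 9 siderophore genes of Table S1, with bars of 1 standard error from the edgeR fit to 3 libraries per medium. The importers run from -0.86 (zrfG) to 4.05 (zrfC), and the siderophore genes from -2.40 (AFUB_044860) to 0.98 (sidC); total counts only would move all points up by about 0.65.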

The high expression of cell wall hydrolases such as alpha and beta glucanases as well as chitinases indicated that this fungus undertook autolysis to survive in this medium. 

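Table S1 lists 51 genes of beta-1,3-glucanases, chitinases and alpha-1,3-glucanases, of which 38 were tested. In GAP medium 27 were upregulated, 5 were downregulated and 6 were not called, with the same counts adjusted over the list alone. The median log2 fold change was 1.21, but the list as a whole did not pass the threshold against the other genes (camera adjusted p = 0.0662). It passed without GAP replicate 2, with a median of 1.25 (camera adjusted p = 0.0374), and by fry (adjusted p = 0.000793); the largest adjusted p over all alternatives was 0.446. Among the parts, 6 of 8 tested endo-beta-1,3-glucanase genes were upregulated and none was downregulated, 9 of 15 exo-beta-1,3-glucanase genes were upregulated and 2 were downregulated, 9 of 11 chitinase genes were upregulated and 2 were downregulated, and 3 of 4 alpha-1,3-glucanase genes were upregulated and 1 was downregulated. The chitinase gene AFUB_080200 had 56, 22 and 52 counts in the GAP libraries and none in the MM libraries, at least 23-fold higher in GAP medium against a floor of 3 counts over the MM libraries. The class V chitinase gene AFUB_037900 was at 77.9 ± 7.05 CPM in MM medium and 8.32 ± 1.34 CPM in GAP medium (SD, n = 3), a log2 fold change of -3.23 (standard error 0.14, adjusted p = 4.84e-07, edgeR). A further class V chitinase gene, AFUB_092800, changed by -1.98 (standard error 0.14, adjusted p = 4.63e-06, edgeR). Outside these 51 genes, AFUB_039870, described as a cell wall glucanase, had one of the largest decreases of all genes. It fell from 110 ± 10.3 CPM in MM medium to 0.38 ± 0.119 CPM in GAP medium. Its log2 fold change was -8.14 (standard error 0.19, adjusted p = 9.16e-08, edgeR). Other genes of that description outside the list were not counted.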

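Trehalose is a disaccharide stored in conidia. Of its 6 synthesis genes in Table S1, 5 were upregulated in GAP medium and 1 was not called, and the list had a median log2 fold change of 1.26 (camera adjusted p = 0.022) with 5 of 6 called adjusted over the list alone. The synthase subunit gene AFUB_021090 rose from 25.1 ± 0.662 CPM in MM medium to 156 ± 6.77 CPM in GAP medium (SD, n = 3), a log2 fold change of 2.64 (standard error 0.08, adjusted p = 1.03e-07, edgeR). The genes described as TPS3 (AFUB_089470), TPS2 (AFUB_043350) and TPS1 (AFUB_001790) changed by 1.28 (standard error 0.17), 1.23 (standard error 0.12) and 1.13 (standard error 0.12). The gene AFUB_062010 had the highest fold change, 5.97 (standard error 0.69, adjusted p = 7.1e-05, edgeR), at only 5.3 ± 2.77 CPM in GAP medium. The gene AFUB_021080 was not called, at 0.29 (standard error 0.14, adjusted p = 0.0832, edgeR), but was called as upregulated with upper-quartile scaling, at 0.44, with the stricter filter, at 0.36, with total counts only, at 0.94, with the replicate number as a block, at 0.28, and without GAP replicate 1, at 0.40.
All 31 ergosterol synthesis genes with an identifier in Table S1 were tested, of which 24 were downregulated and 5 were upregulated in GAP medium, over all genes and adjusted over the list alone. Their median log2 fold change was -1.39 (camera adjusted p = 7.17e-06), and -0.74 with total counts only. The gene erg13A (AFUB_080560) fell from 239 ± 86.1 CPM in MM medium to 17.9 ± 1.3 CPM in GAP medium, a log2 fold change of -3.74 (standard error 0.27, adjusted p = 5.33e-06, edgeR). The gene erg24B (AFUB_006090) changed by -3.17 (standard error 0.21, adjusted p = 3.04e-06, edgeR). The largest decrease was that of erg4A (AFUB_062080), at -5.25 (standard error 0.54, adjusted p = 3.81e-05, edgeR), with only 3, 3 and 5 counts in the GAP libraries. Upregulated members included erg25A (AFUB_084150), at 2.88 (standard error 0.19, adjusted p = 2.83e-06, edgeR), erg7B (AFUB_069030), at 2.80 (standard error 0.38, adjusted p = 0.000193, edgeR), and erg26B (AFUB_033070), at 2.66 (standard error 0.26, adjusted p = 3.01e-05, edgeR).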

The attempt of this fungus to survive in the GAP medium was also evidenced by the initiation of pathways to enter quiescence such as trehalose synthesis and a reduction in the membrane ergosterol synthesis. The entry into quiescence in the GAP medium was confirmed by the easy restart of growth when MM medium was added to the fungus incubated in GAP (supplementary Figure S7). 

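Table S1 assigns 289 genes to clusters of secondary metabolism, of which 180 had enough counts to be tested. In GAP medium 114 were upregulated, 37 were downregulated and 29 were not called; adjusted over the list alone, 116 were upregulated and 37 were downregulated. The median log2 fold change was 1.26 (camera adjusted p = 0.00212), and it moved to 0.97 with the stricter filter on low counts and to 1.91 with total counts only. With the 4 tested genes that had no count in a medium set at their bound, the median was the same. The 289 genes took 0.907% ± 0.018 of all counts in GAP medium and 0.631% ± 0.0333 in MM medium (SD, n = 3). The PKS-like gene AFUB_084240 had 210, 86 and 150 counts in the GAP libraries and none in the MM libraries, at least 80-fold higher in GAP medium against a floor of 3 counts over the MM libraries. In the other direction, the ABC multidrug transporter gene AFUB_047000 was at 622 ± 362 CPM in MM medium and 33 ± 3.17 CPM in GAP medium, a log2 fold change of -4.24 (standard error 0.51, adjusted p = 1e-04, edgeR), and hasB (AFUB_036290) changed by -3.18 (standard error 0.40, adjusted p = 0.000126, edgeR).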

The development of survival programming was associated with increased upregulation of many secondary metabolite clusters. 

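Clusters are numbered as in Table S1. All 9 tested genes of cluster 20 were upregulated, with a median log2 fold change of 3.03 (camera adjusted p = 0.00944 over the 17 clusters with at least 5 tested genes). Cluster 9 had 7 upregulated genes and 1 downregulated gene of 8 tested, with a median of 2.67 (camera adjusted p = 0.0587). Cluster 12 had 7 upregulated of 8 tested genes, with a median of 1.31, and cluster 14 had 3 of 4, with a median of 2.71. Cluster 33 had 2 upregulated genes and 1 downregulated gene of 3 tested. In cluster 16 only 1 of 6 genes had enough counts to be tested, and it was not called. In cluster 31 neither of the 2 genes passed the filter on low counts, so the direction of this cluster was not tested. Among the clusters with a product in Table S1, all 5 tested genes of the pyripyropene A cluster were upregulated, with a median of 4.69, as were all 6 of the neosartoricin cluster, with a median of 3.76. In the gliotoxin cluster 4 of 6 tested genes were upregulated, in the helvolic acid cluster 3 of 4 and in the endocrocin cluster 2 of 3, and none in these clusters was downregulated. The fumitremorgin cluster had 2 tested genes of 9, of which 1 was upregulated and 1 was downregulated. Cluster 6 had 7 upregulated and 7 downregulated genes of 16 tested, with a median of -0.21. The median was also below 0 in cluster 2 (-0.53, 3 upregulated and 6 downregulated of 11 tested), cluster 15 (-0.56, 1 upregulated and 2 downregulated of 4) and cluster 11 (-0.24, 0 upregulated and 1 downregulated of 6), and in no other cluster with a tested gene. Cluster 20 and cluster 5, with a median of 1.00 (camera adjusted p = 0.0396), were the only clusters called against all other genes, and none was called with the estimated correlation.

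**Figure D3:**
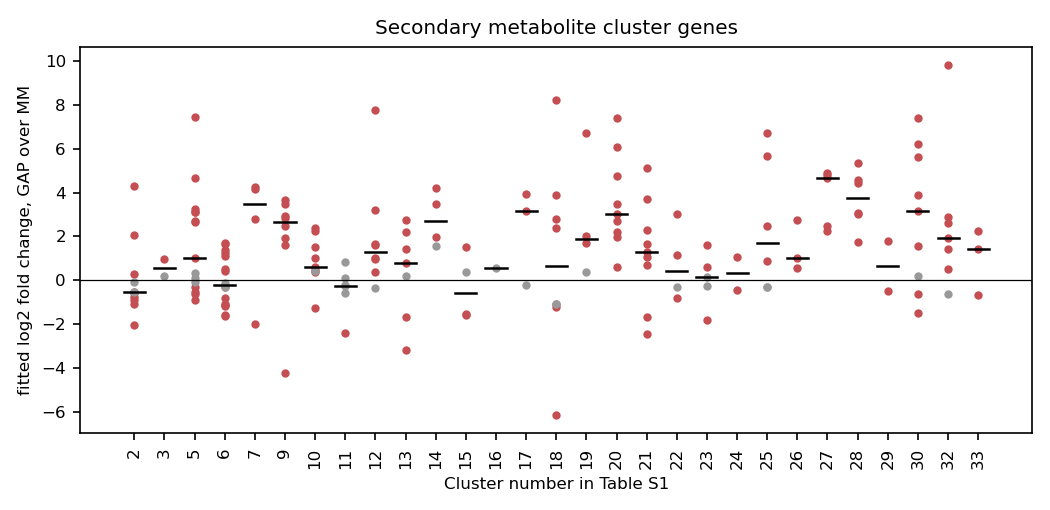
Fitted log2 fold change, GAP over MM, of each tested secondary metabolite gene, by the number of its cluster in Table S1; red points are genes with adjusted p under 0.05, grey points are not called, and black lines are medians over the tested genes of a cluster. Cluster 20 lies wholly above 0, and cluster 6 is spread to both sides of 0. Fitted values of genes without a count in MM medium depend on the fit and are not bounds.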

With the exception of cluster 6, the genes controlling the formation of secondary metabolites from clusters 9, 12, 14, 16, 20, 31, 33 coding for unknown molecules but also clusters controlling the production of Endocrocin, Helvolic acid, Gliotoxin, Pyripyropene A and Neosartoricin Fumitremorgin were upregulated. These secondary metabolites are all putatively involved in the resistance of *A. fumigatus* to harmful co-inhabitants of the soil, such as protozoa, bacteria, insects and fungi [39,40,41,42,43].

### 3.6. Trying to Modify the Asynchrony of Conidial Germination in A.fumigatus

None of the nutritional conditions tested lead to modified synchronicity of germination. Moreover, all the mutants analyzed to date, including the 40 cell wall mutants of the *Aspergillus* unit and the over 400 transcription factor null mutants of the COFUN library [16], displayed an asynchronous germination. As an example, the germination parameters of the rodlet, melanin, α-(1,3)-glucan and rodlet/melanin/α-(1,3)-glucan mutants [14] were slightly modified by the respective deletions without abrogating asynchrony (Supplementary Table S2). Heterogeneity in germination was also seen when the germination experiments were undertaken with conidia of different ages or at different concentrations (Supplementary Figure S9 and Table S3). At the highest concentration (10^7^), half of the conidia remained quiescent whereas the other half were swollen conidia or germ tubes, suggesting that self-inhibitors were released by high concentrations of ungerminated conidia [44,45]. However, these self-inhibitors did not modify the asynchrony of conidial germination (Supplementary Figure S9).

The analysis of the germination of each conidium in conidial chains was also very informative. Such observation was facilitated in β1,3 glucanase mutants [46], which had defects in conidial separation. Therefore, during germination of these conidial chains, all conidia germinated differently, irrespectively of the age of the conidium (Figure 9). This result suggested that the asynchrony of germination was a characteristic inherent to the conidium which was established intracellularly prior to the release of the conidia into the atmosphere. Changing the environment did not abolish germination asynchrony, even though it can modify the values of the germination parameters.

The use of various epigenetic inhibitors (RG108, Vorinostat, Romidespin, Zebularine, Trichostatin, Nanaomycin A, JQ1 Terbinafin, 3-deazaneplanocinA) added to G, GA, GAP and MM media did not modify the asynchrony of the germination (data not shown). Interestingly, one of these inhibitors, the tetrahydroquinoline GSK1324726A, stimulated conidial germination (30% and 76% germination in G or GA vs. G or GA + GSK1324726A, respectively, after 24 h), whereas the growth was similar in GAP and MM with or without GSK1324726A. The maximal size of the germ tube in G + GSK1324726A reached 98 µm after 24 h, whereas the maximal size was 25 µm in G after 24 h. Interestingly, in the G medium, the stimulation of growth by the GSK compound was associated with an increase in the nuclear division: 30% of germ tubes had five nuclei (Figure 10 and Supplementary Figure S10). However, none of them induced any modification of the germination heterogeneity, germ tube diameter or germ tube size/nucleus number correlation.

## 4. Discussion

Early transcriptome analyses have shown that active transcripts from one third of the genome are present in conidia. The analysis of these transcripts suggested that conidia were undergoing a fermentative metabolism at low noise [1,47]. These data suggest that resting conidia, resembling a time bomb, are ready to explode and germinate as soon as they encounter a favorable aqueous nutritive environment without any need for de novo transcription to initiate germination [2,48]. This has been confirmed by the present study, where germination was induced by the presence of a stimulatory environmental carbon and nitrogen source in absence of de novo RNA transcription. As there was no nuclear division in media containing glucose and (glucose + ammonium), the amount of RNA extracted was very limited and only reached in these two media 1% of the amount extracted when the fungus was grown in MM medium. The occurrence of low RNA levels in the G and GA media also confirmed that the transcripts present in the resting conidia were sufficient without de novo transcription to produce enough proteins to initiate germination after glucose ± ammonium was sensed [1]. In contrast, nuclear division was active in the germinating conidia of both GAP and MM media. RNA-seq analysis of the transcripts regulated during germ tube emergence showed that the genes upregulated during germination were highly similar to those upregulated during vegetative growth in other studies [47,48,49]. Interestingly, the blockade of growth during germination was associated with the stimulation of the expression of genes induced by starvation, such as the glycoside hydrolases responsible for the hydrolysis of plant polysaccharides, which represent a natural substrate for this fungus, living in the soil on decaying plant material. The follow-up of the expression of secondary metabolite genes also suggested that these metabolites may have a yet undiscovered role in the fungus search of energy. Sensing of the exogenous nutrients by the conidium was enough to trigger germination, while the follow-up of polarized germ tube growth was fully dependent on the presence of appropriate exogenous nutrients. The mechanisms implemented by a conidium to sense the environment to initiate germination remain, however, unknown.

Our study confirmed that nuclear division and cytokinesis are not closely coupled during conidial germination. This is also true in apicomplexan parasites, where replication in these organisms relies on the mechanisms in place to correctly segregate complete sets of organelles [50]. Tip growth in hyphae is a continuous process of extension which is not coupled to nuclear division in the same manner that bud formation and mitosis are connected in yeast. When *Neurospora crassa* and *Podospora anserina*, *A. nidulans* or *Ashbya gossypii* hypha extend, the population of nuclei increases through asynchronous or parasynchronous mitosis, and the formation of new cells, or hyphal compartments, does not seem tightly coordinated to nuclear division [51,52,53,54].

Experimental results in mold research are commonly represented as average measurements across whole populations of conidia whilst ignoring what is happening at the single cell or subpopulation level within these populations [55]. The present study has, however, shown the heterogeneity of germination patterns of individual conidia in a conidial population. Bleichrold et al. [9] already showed that the conidial cell wall is heterogeneous in composition among different conidia originating from a single conidium and that this heterogeneity is modified by germination. Heterogeneity can be a result of the cell cycle, cell ageing, epigenetic regulation [56,57], cellular metabolism [58] and gene expression stochasticity [59]. This stochasticity itself can also be regulated [60]. In *A. fumigatus*, the fact that CFW labeling levels of individual conidia were not inherited in their offspring suggested that many genes that are directly involved in cell wall synthesis are differentially regulated, resulting in cell wall heterogeneity [9]. The fact that the progeny of a colony issued from a quick or slow germinating conidium displayed the same germinating asynchrony as their parental conidia suggests that this asynchrony is not fixed genetically since all nuclei that originate from single mitotic events should have identical DNA packages.

The concept of nuclear autonomy is now accepted for multinucleate organisms [51,61,62,63] but has not been properly investigated in *A. fumigatus.* The putative role of epigenetics on germination asynchrony should be investigated, especially since the genome of *A. fumigatus* has been shown to be rich in epigenetic markers and in DNA modification enzymes (http://www.fungidb.org) [64]. Epigenetic processes have been shown to be involved in heterogeneous expression of hyphae [65]; however, our study with inhibitors does not suggest a role for epigenetics in germination asynchrony. The impact of the GSK1324726A molecule on conidial germination was even unexpected. This molecule belongs to a family of inhibitors of Bromodomain and extraterminal (BET) family proteins known to interfere with transcriptional initiation after binding to lysine acetylated histones and elongation, used to inhibit the growth of cancer cells. Moreover, the fungal BET proteins in yeast are global transcriptional regulators which regulate the transcription of >500 genes and which are essential for fungal life. However, JQ1, which is another member of the same inhibitor family, has no effect on *A. fumigatus*, and the human BET inhibitors do not seem to have an effect in yeast [66,67]. The reasons for the stimulatory effect (germination and germ tube length) of the GSK compound on *A. fumigatus* in nutrient deficient media (G and GA) remain unknown.

In *A. gossypii*, it has been shown that nuclei display independence in a common cytoplasm [53]. The mechanism to produce spatially variable transcripts and heterogeneous cell behaviors is at least partly associated with the segregation of non-translating mRNA molecules and their associated proteins into messenger ribonucleoprotein (mRNP) granules [68,69,70]. The best characterized of these mRNPs are processing bodies (P-bodies), which are liquid droplet-like compartments that lack a limiting membrane and contain specific sets of proteins and mRNAs [71,72,73]. It has been proposed that P-bodies contain translationally repressed mRNAs in combination with signaling molecules important for the proper control of cell proliferation, environmental response and morphological switching. A putative role of these mRNPs in the asynchrony in germination is currently being investigated.

Why would a multinucleated cell evolve mechanisms to ensure asynchronous nuclear division? Phenotypic heterogeneity in conidial survival has been observed during environmental stress [74,75,76,77]. Interestingly, a delay in germination has been associated with drug tolerance [9,16]. Slow-growing cells are better in tolerating adverse environments. This is consistent with non- or slow-growing bacteria that tolerate both complement and antibiotics [78,79,80]. A nuclear autonomous cycle also enables nuclei in a specific subcellular location to divide, such as near a branch point or at a site rich in nutrients, without having to duplicate or transport more distant nuclei. It may also allow differential resistance and be responsible for the source of latent infections. The role of conidial asynchrony during infection has not been explored yet.

## Figures and Tables

**Figure 1:**
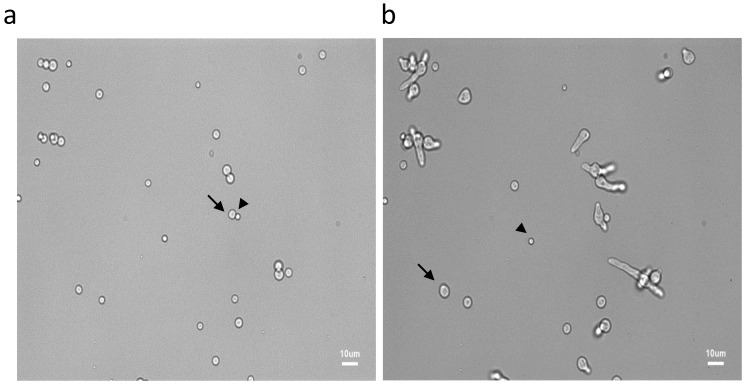
Asynchrony of conidial germination after 6 h (**a**) and 9.30 h (**b**) of incubation in the MM medium. See the resting (arrow heads), swollen (arrows) and germinated conidia

**Figure 2:**
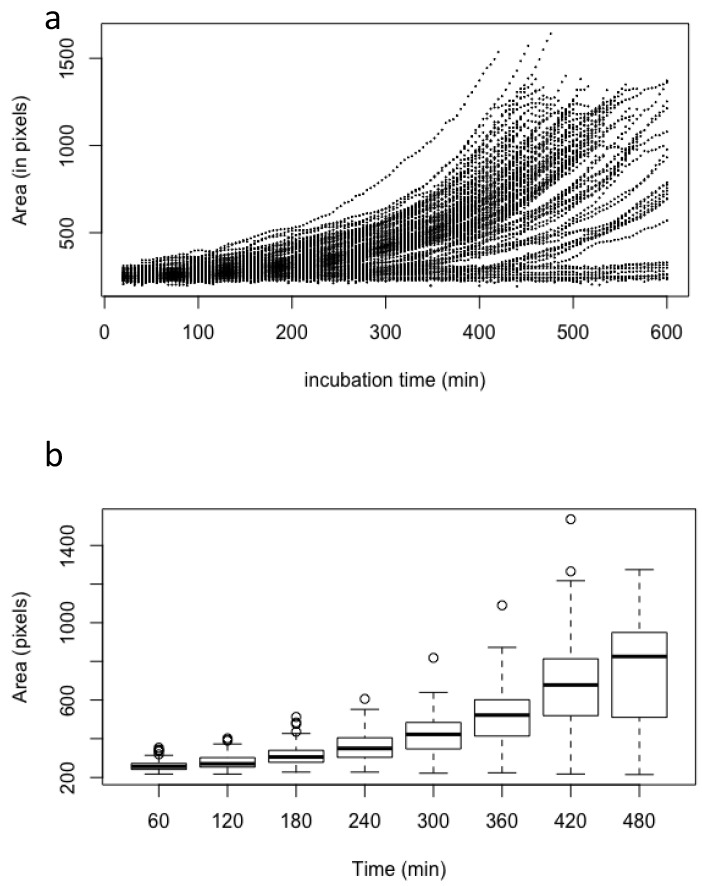
Asynchrony of conidial germination estimated by the measurement of the conidial volume of 100 conidia after incubation in the MM medium; (**a**) scatter plot of the volume of each conidia measured every 4 min; (**b**) box plot of the volume of all conidia measured every 60 min. Volume (estimated as pixels) was measured only on conidia without germ tubes.

**Figure 3:**
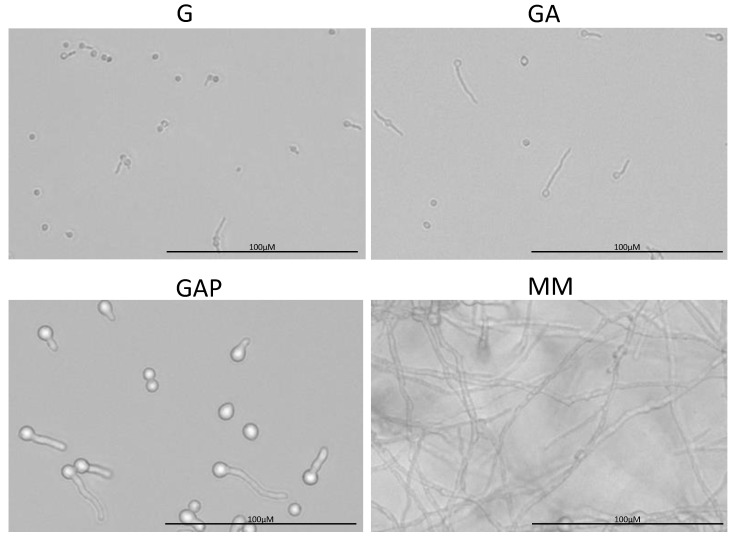
Morphology of the conidia germinating in G (glucose), GA (glucose + ammonium tartrate), GAP (glucose + ammonium tartrate + phosphate) and complex MM for 24 h.

**Figure 4:**
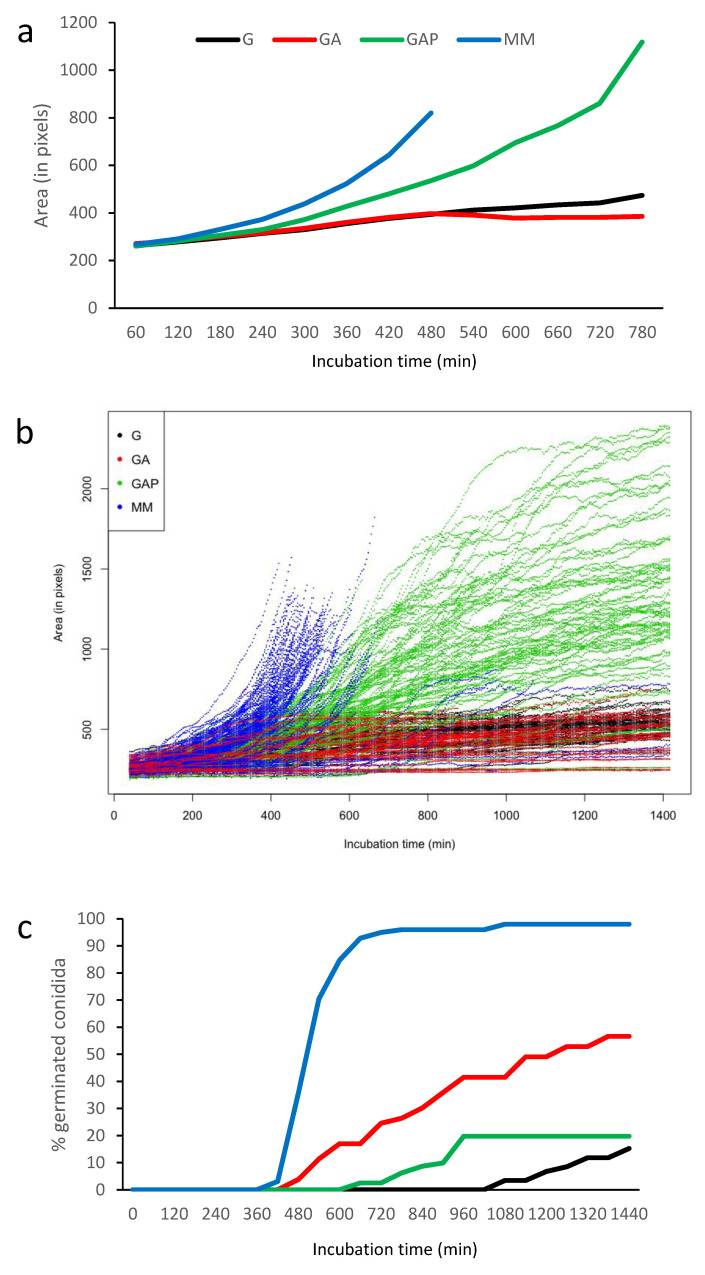
Quantification of the conidium germination in G, GA, GAP and MM media. (**a**) Average size in the different media until the emission of the first germ tube (computed as conidial surface estimated by pixels); (**b**) heterogeneity of germination with 100 swollen conidia (until the emission of the first germ tubes) randomly selected; (**c**) percentage of germinated conidia with germ tubes.

**Figure 5:**
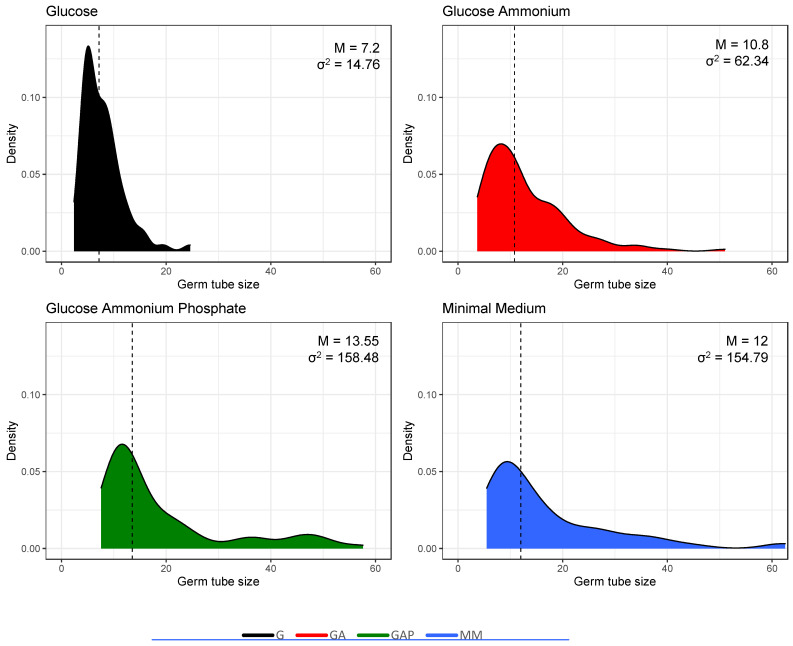
Heterogeneity in the population of germinated conidia estimated by the size of the germ tubes (in µm) in the different media. Incubation time was 24 h in G, GA, GAP and 11 h in MM. Median values and variance are shown in the upper right corner of each plot.

**Figure 6:**
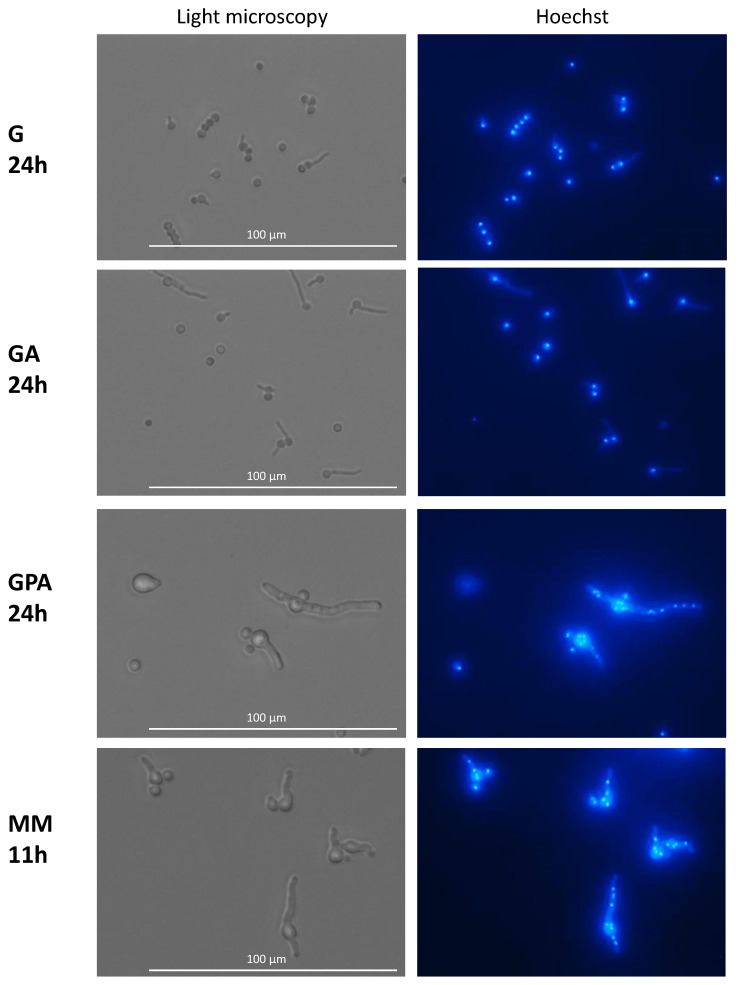
Nuclei in germinating conidia. Germinated conidia in G and GA media only displayed one nucleus per conidium after 24 h of germination. Active nuclear division in MM and GAP media after respectively 11 h and 24 h germination. Staining with Hoechst of germinating conidia; Nucleus staining by Hoechst.

**Figure 7:**
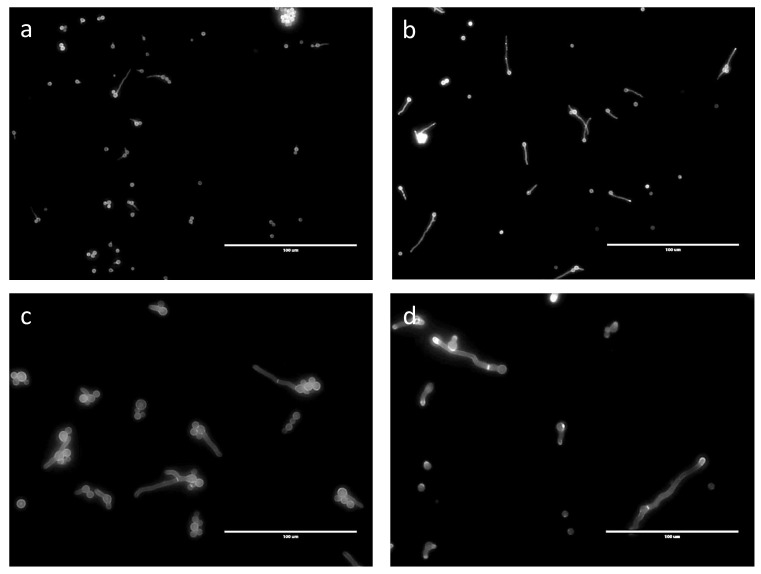
Septa shown by CalcoFluor staining of germinating conidia in different media. (**a**) G; (**b**) GA; (**c**) GAP; (**d**) MM.

**Figure 8:**
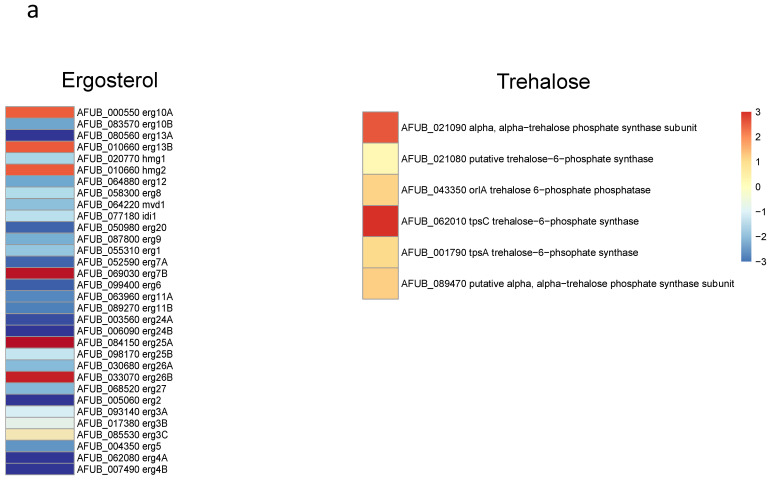

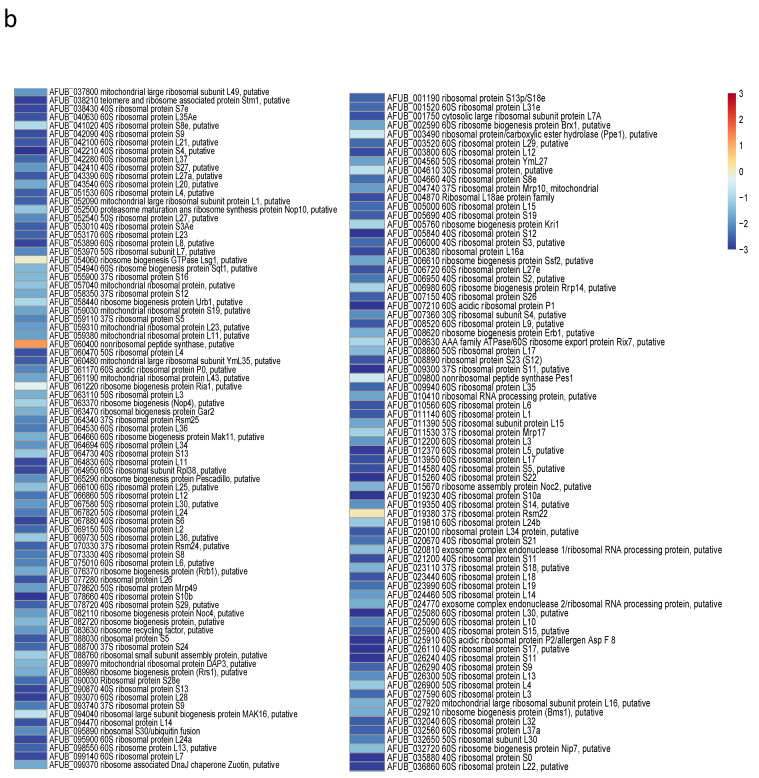

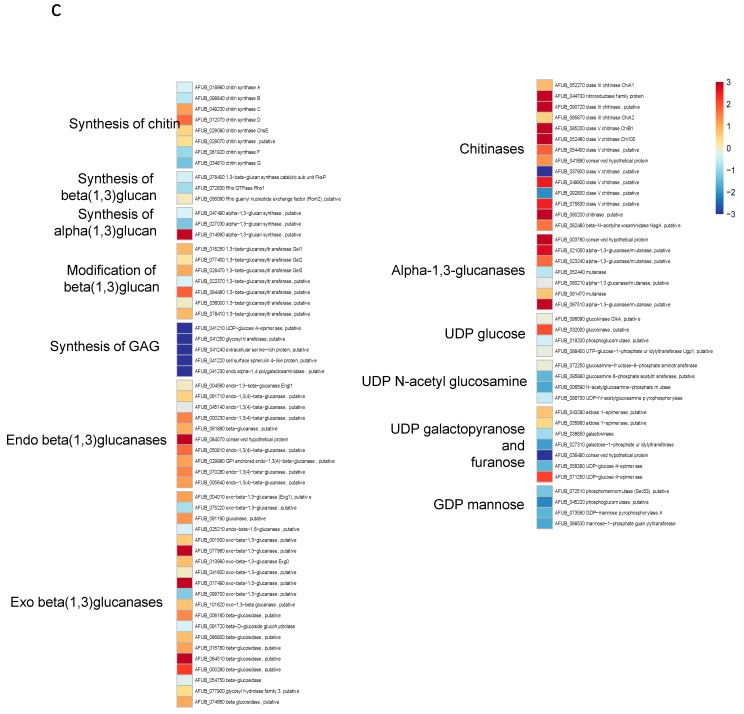

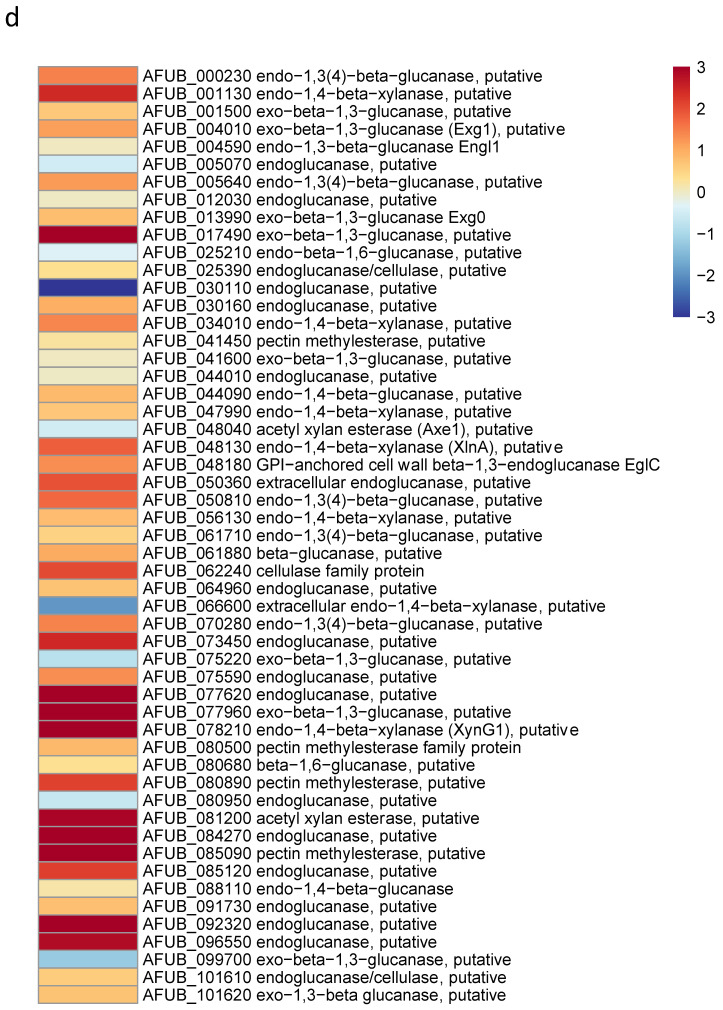
Heat maps showing significative examples of differentially regulated *A. fumigatus* genes during germination in GAP and MM media. Level of expression of genes for a ratio GAP/MM: (**a**) down regulation of ergosterol synthesis and upregulation of trehalose synthesis suggesting the entrance in quiescence of conidia germinating in GAP medium; (**b**) ribosome and protein synthesis pathways down regulated in absence of growth in GAP medium; (**c**) Down regulation of cell wall synthases and up regulation of autolytic cell wall glycosyl hydrolases indicating that the germ tubes are starved in GAP medium; (**d**) high expression of genes coding for plant material degrading glycosylhydrolases indicating the starvation status of GAP cells and the attemps to its quest for food.

**Figure 9:**
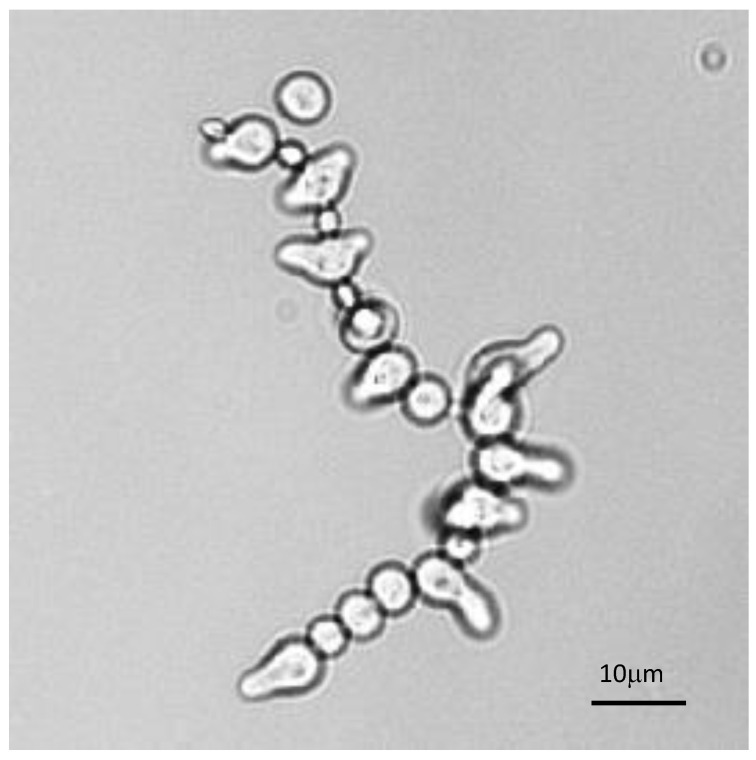
Asynchrony of conidial germination in a conidial chain of a glucanase mutant characterized by a defect in conidial separation. Note that the presence of resting, swollen or germinating conidia is totally independent of the conidium age.

**Figure 10:**
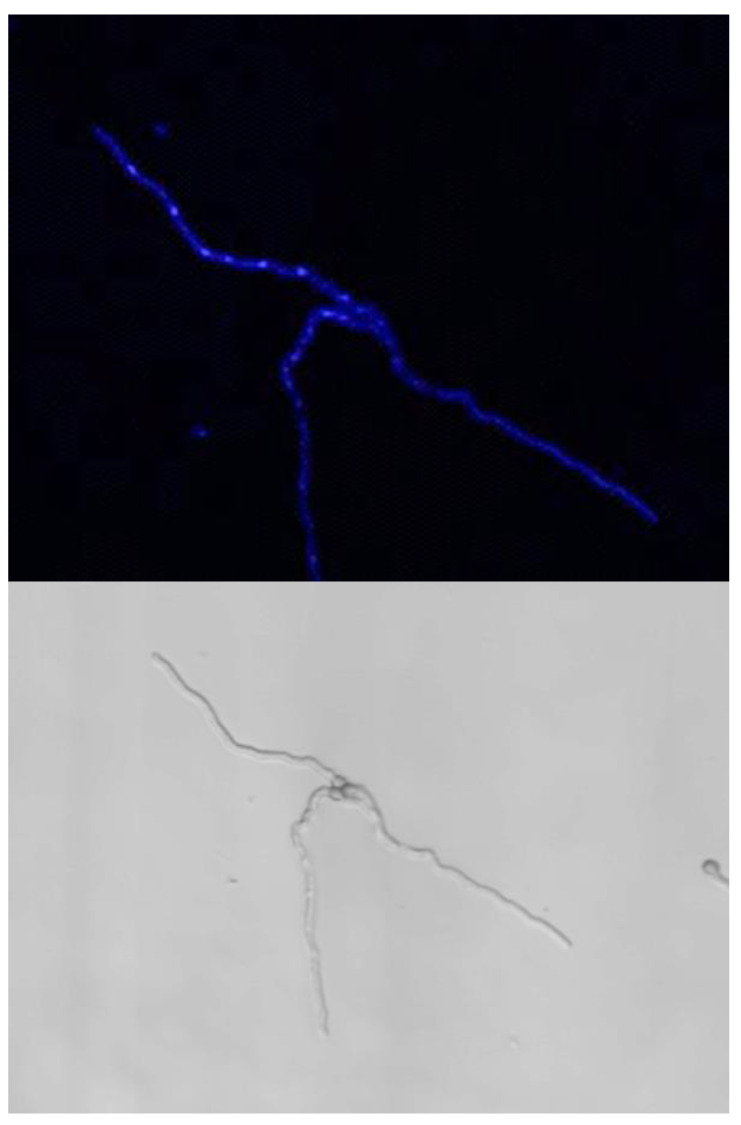
Stimulation of the germ tube growth by the GSK1324726A compound in the G or GA medium. The elongation of the germ tube was associated to an increase in nuclear divisions. Note the high number of nuclei per germinated conidia while in absence of drug the growth of the germ tube was stopped and contained only one nucleus per germ tube.

**Table 1:** Germination parameters in different media G, GA, GAP and MM.

	G	GA	GAP	MM
Conidia area at T0, mean, px	263 ± 9 ^a^	272 ± 13 ^a^	253 ± 21 ^a^	254 ± 17 ^a^
Conidia area at 6 h, px	355 ± 10 ^b^	378 ± 13 ^b^	416 ± 21 ^a^	519 ± 17 ^a^
Conidia area at 8 h, px	395 ± 10 ^c^	412 ± 13 ^c^	518 ± 13 ^b^	757 ± 21 ^a^
Conidia area at 16 h, px	471 ± 10 ^c^	460 ± 16 ^b^	1078 ± 24 ^a^	NA
Conidia area at first germ tubes appearance, px	620 ± 52 ^c^	545 ± 29 ^c^	1435 ± 39 ^a^	1184 ± 16 ^b^
Time at first germ tube appearance, min	1223 ± 51 ^a^	834 ± 28 ^b^	843 ± 38 ^b^	528 ± 15 ^c^

Measurements are recorded in pixels (px). Mean ± standard error are presented. Levels not connected by same letter are significantly different. NA: not appropriate because, in the MM medium, 93% of conidia have germinated and produced mycelium by this time.

## Data Availability

The data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2309-608X/7/1/30/s1, Figure S1: Absence of correlation between the isotropic swelling rate and the time at the beginning of the swelling (a) or at the emission of the germ tube (b) on twenty conidia in minimal medium; Figures S2–S5: Videos showing the conidial germination in different media (see below); Figure S6: Characteristics of the conidial germination of *A. fumigatus* conidia in the different media glucose (G), glucose-ammonium (GA), glucose-ammonium-phosphate (GAP), minimal medium (MM) and RPMI; Figure S7: Germinating conidia were alive after they stopped growth in a 1% Glucose medium; Figure S8: Heat map of expression of genes coding for secondary metabolite clusters differentially regulated during germination in GAP and MM media; Figure S9: Increase in conidial concentration reduces the germination; Figure S10: Stimulation of the germination by the GSK1324726A drug. Table S1: transcriptome analysis of differentially regulated *A. fumigatus* genes during germination in GAP and MM media; Table S2: Germination parameters of the conidia of parental strains (KU80) and alpha 1,3 glucan mutant (A), Melanin mutant (P) rodlet mutant (R) and quintuple mutant without melanin, rodlets and alpha 1,3 glucan (APR); Table S3: Germination of conidia recovered after 1 (W1), 2 (W2), 4 (W4) and 8 (W8) weeks of growth. Video S1: Germination of conidia in G medium, Video S2: Germination of conidia in GA medium, Video S3: Germination of conidia in GAP medium, Video S4: Germination of conidia in MM medium.

# Supplementary material for: Aspergillus fumigatus, One Uninucleate Species with Disparate Offspring
**Source:** J Fungi (Basel). 2021 Jan 6;7(1):30. doi: 10.3390/jof7010030
**Supplement:** Supplementary file 1

## Slide 1
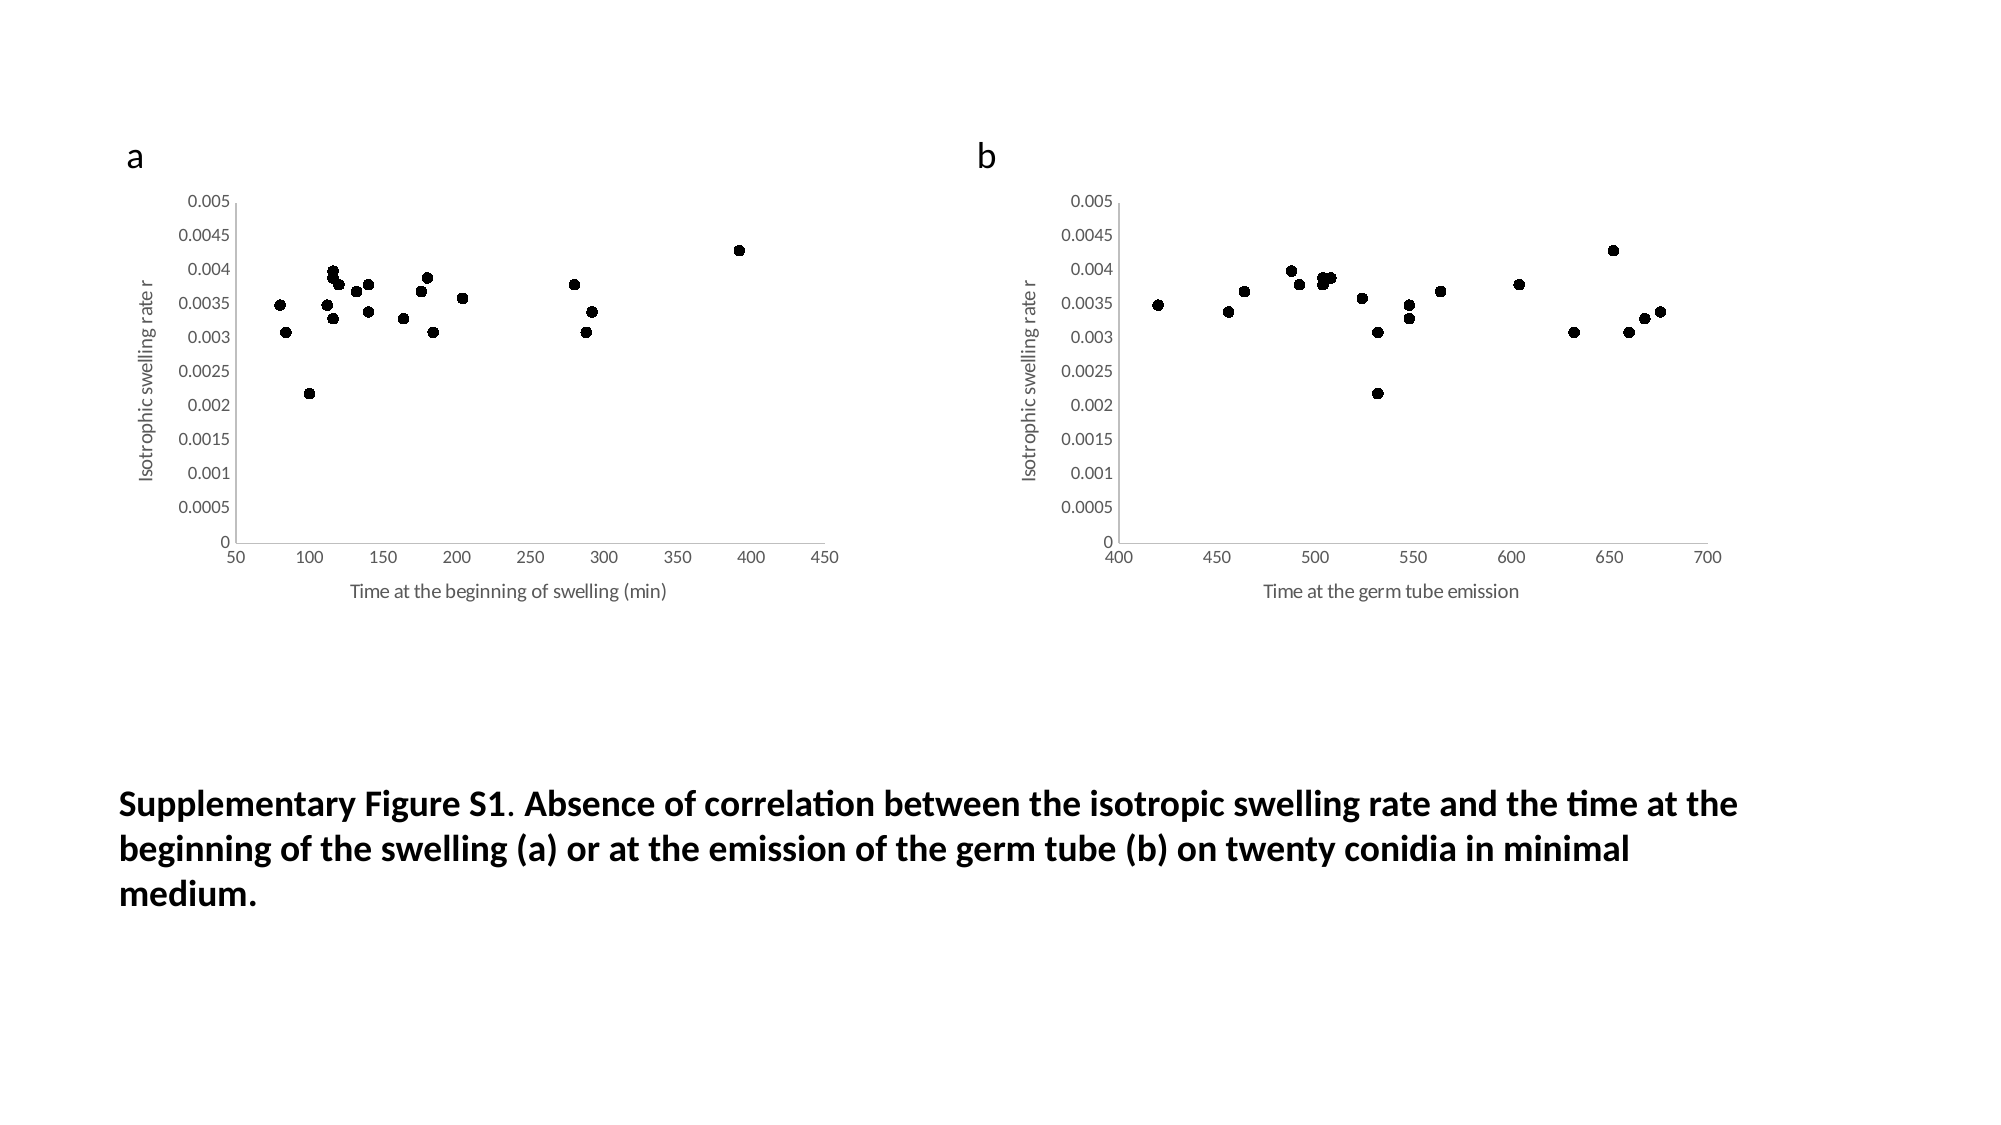

a
b
### Chart
| Category | |
|---|---|
### Chart
| Category | |
|---|---|Supplementary Figure S1. Absence of correlation between the isotropic swelling rate and the time at the beginning of the swelling (a) or at the emission of the germ tube (b) on twenty conidia in minimal medium.

## Slide 2
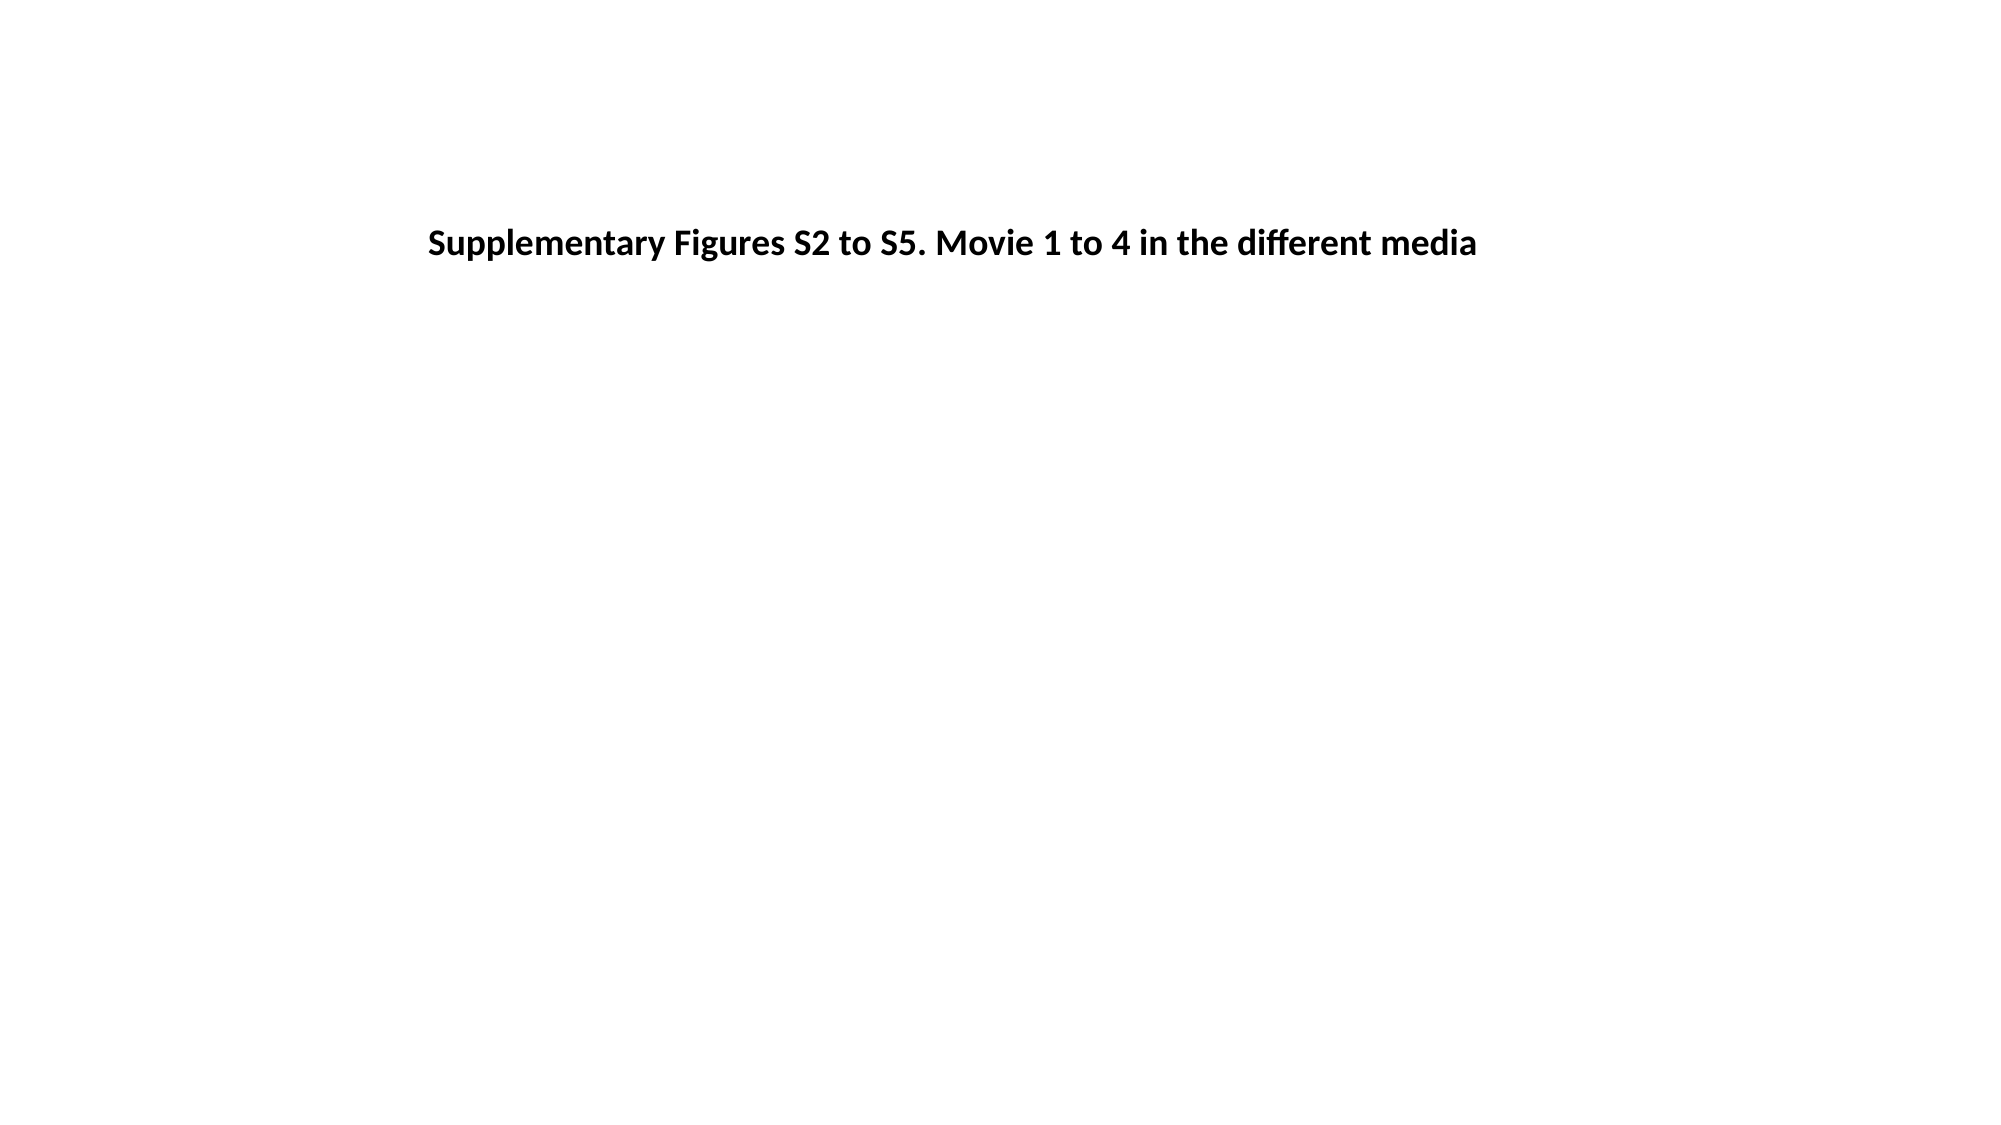

Supplementary Figures S2 to S5. Movie 1 to 4 in the different media

## Slide 3
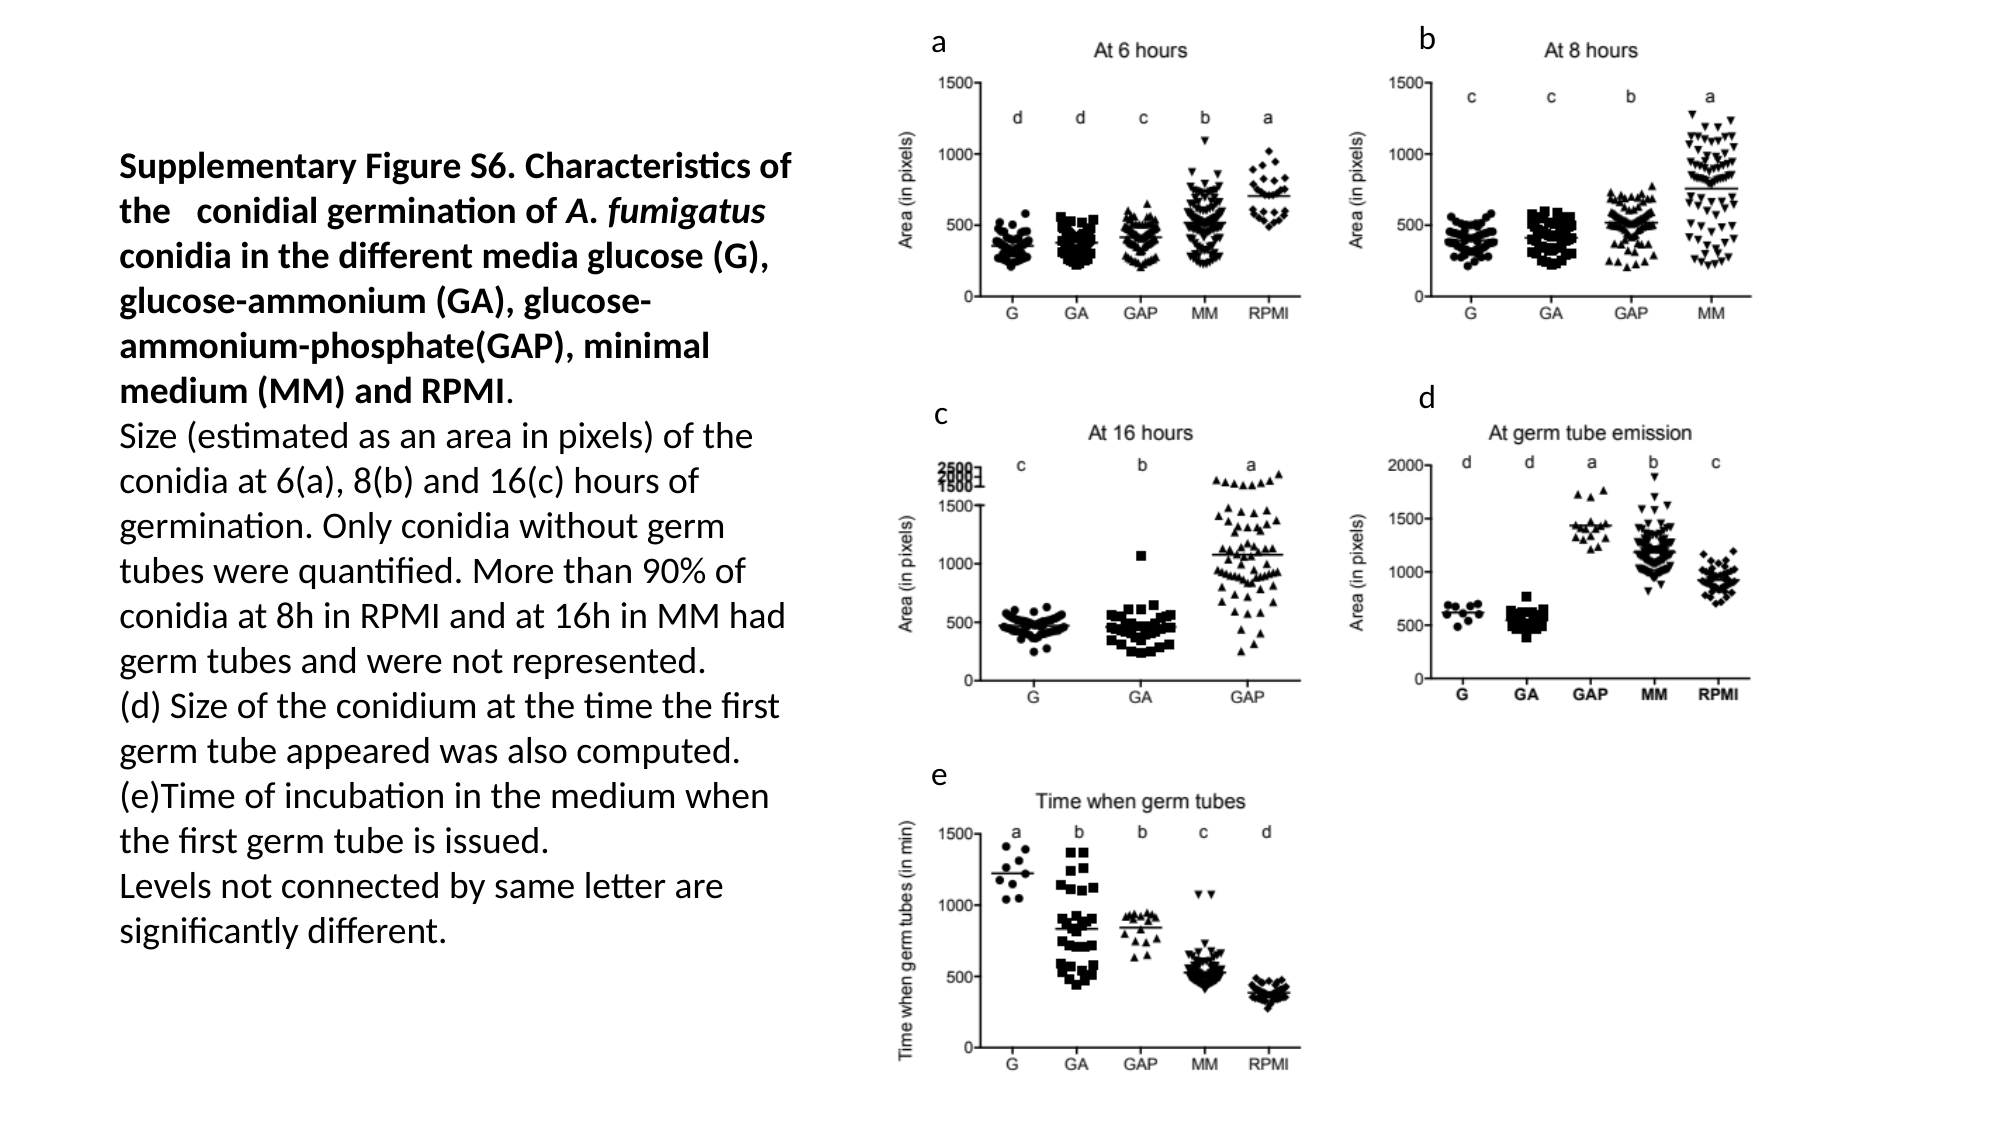

b
a
Supplementary Figure S6. Characteristics of the conidial germination of A. fumigatus conidia in the different media glucose (G), glucose-ammonium (GA), glucose-ammonium-phosphate(GAP), minimal medium (MM) and RPMI.
Size (estimated as an area in pixels) of the conidia at 6(a), 8(b) and 16(c) hours of germination. Only conidia without germ tubes were quantified. More than 90% of conidia at 8h in RPMI and at 16h in MM had germ tubes and were not represented.
(d) Size of the conidium at the time the first germ tube appeared was also computed. (e)Time of incubation in the medium when the first germ tube is issued.
Levels not connected by same letter are significantly different.
d
c
e

## Slide 4
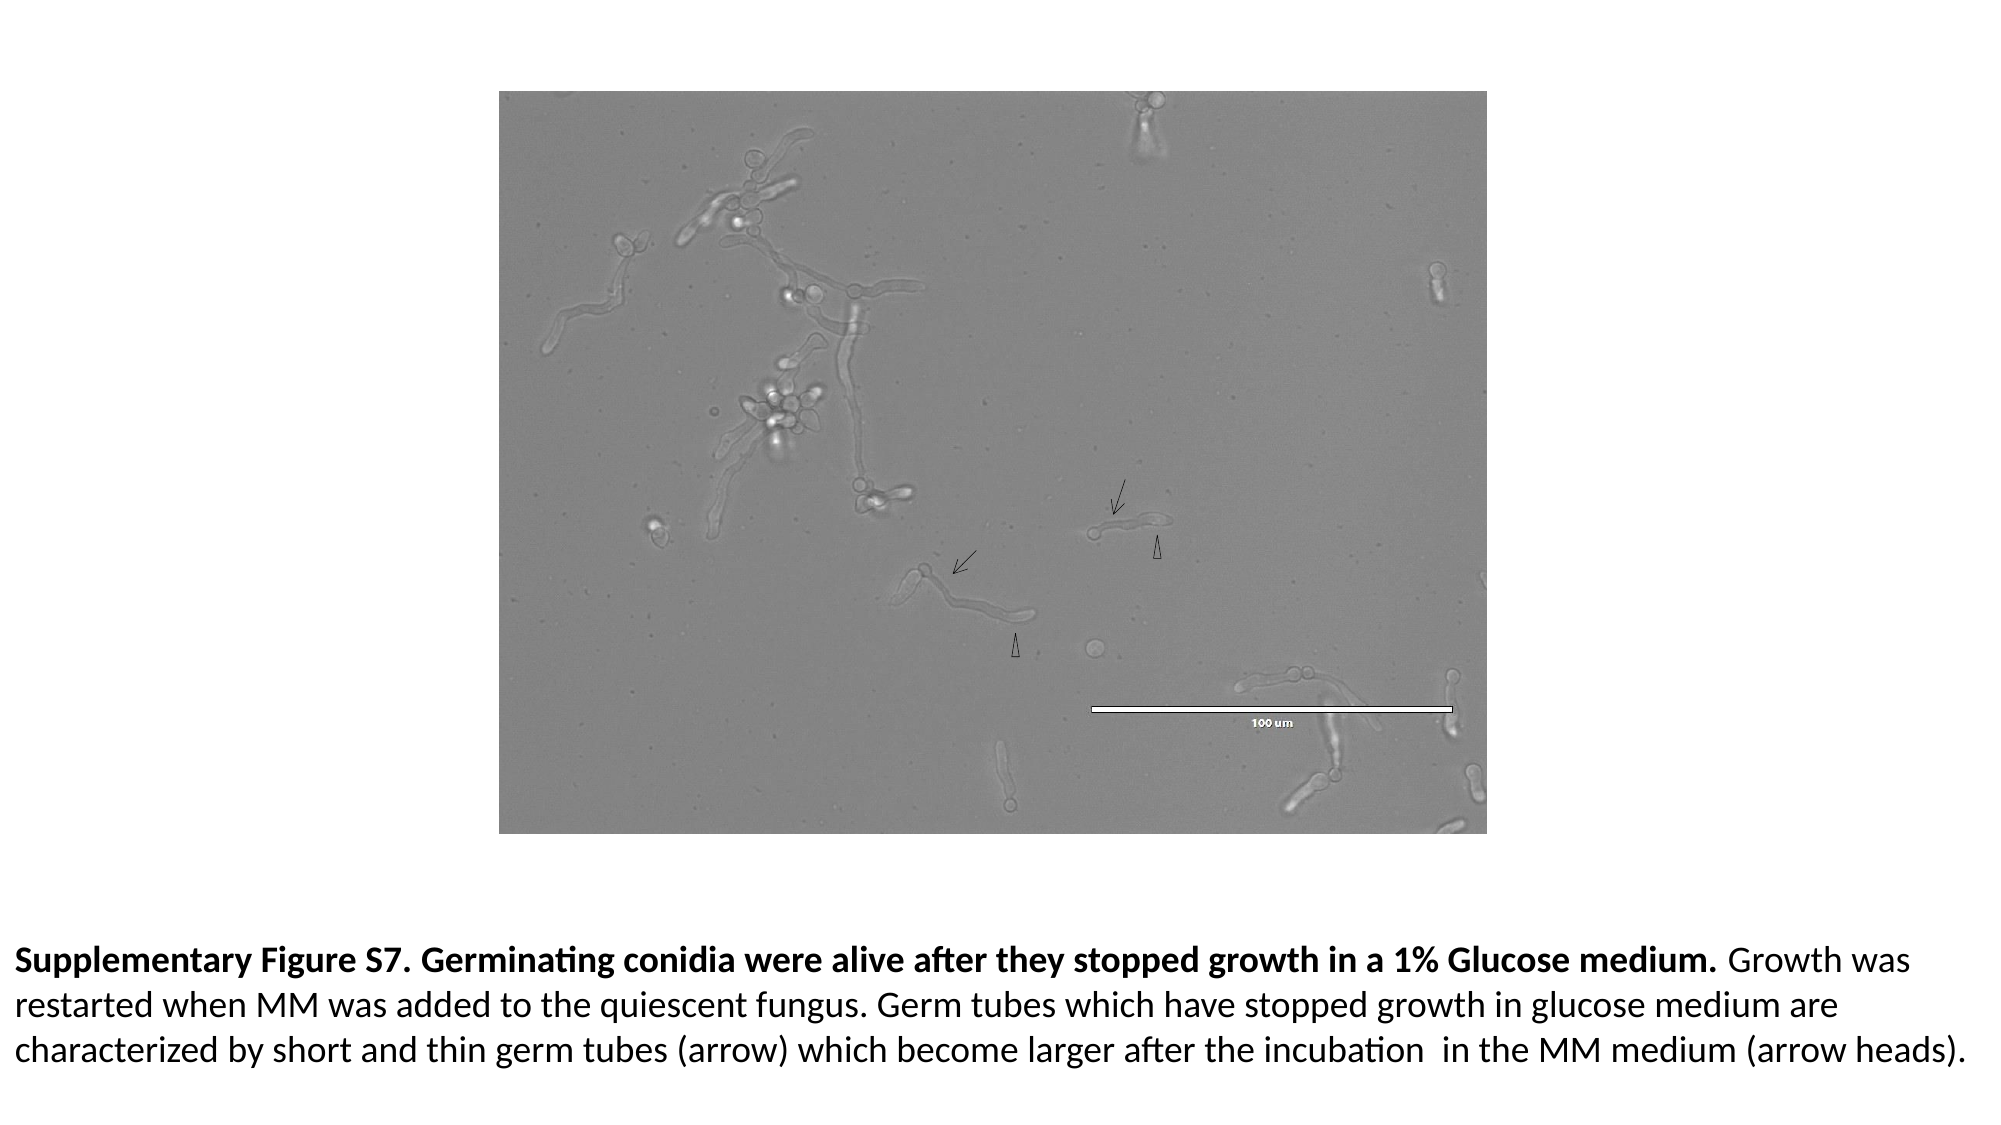

Supplementary Figure S7. Germinating conidia were alive after they stopped growth in a 1% Glucose medium. Growth was restarted when MM was added to the quiescent fungus. Germ tubes which have stopped growth in glucose medium are characterized by short and thin germ tubes (arrow) which become larger after the incubation in the MM medium (arrow heads).

## Slide 5
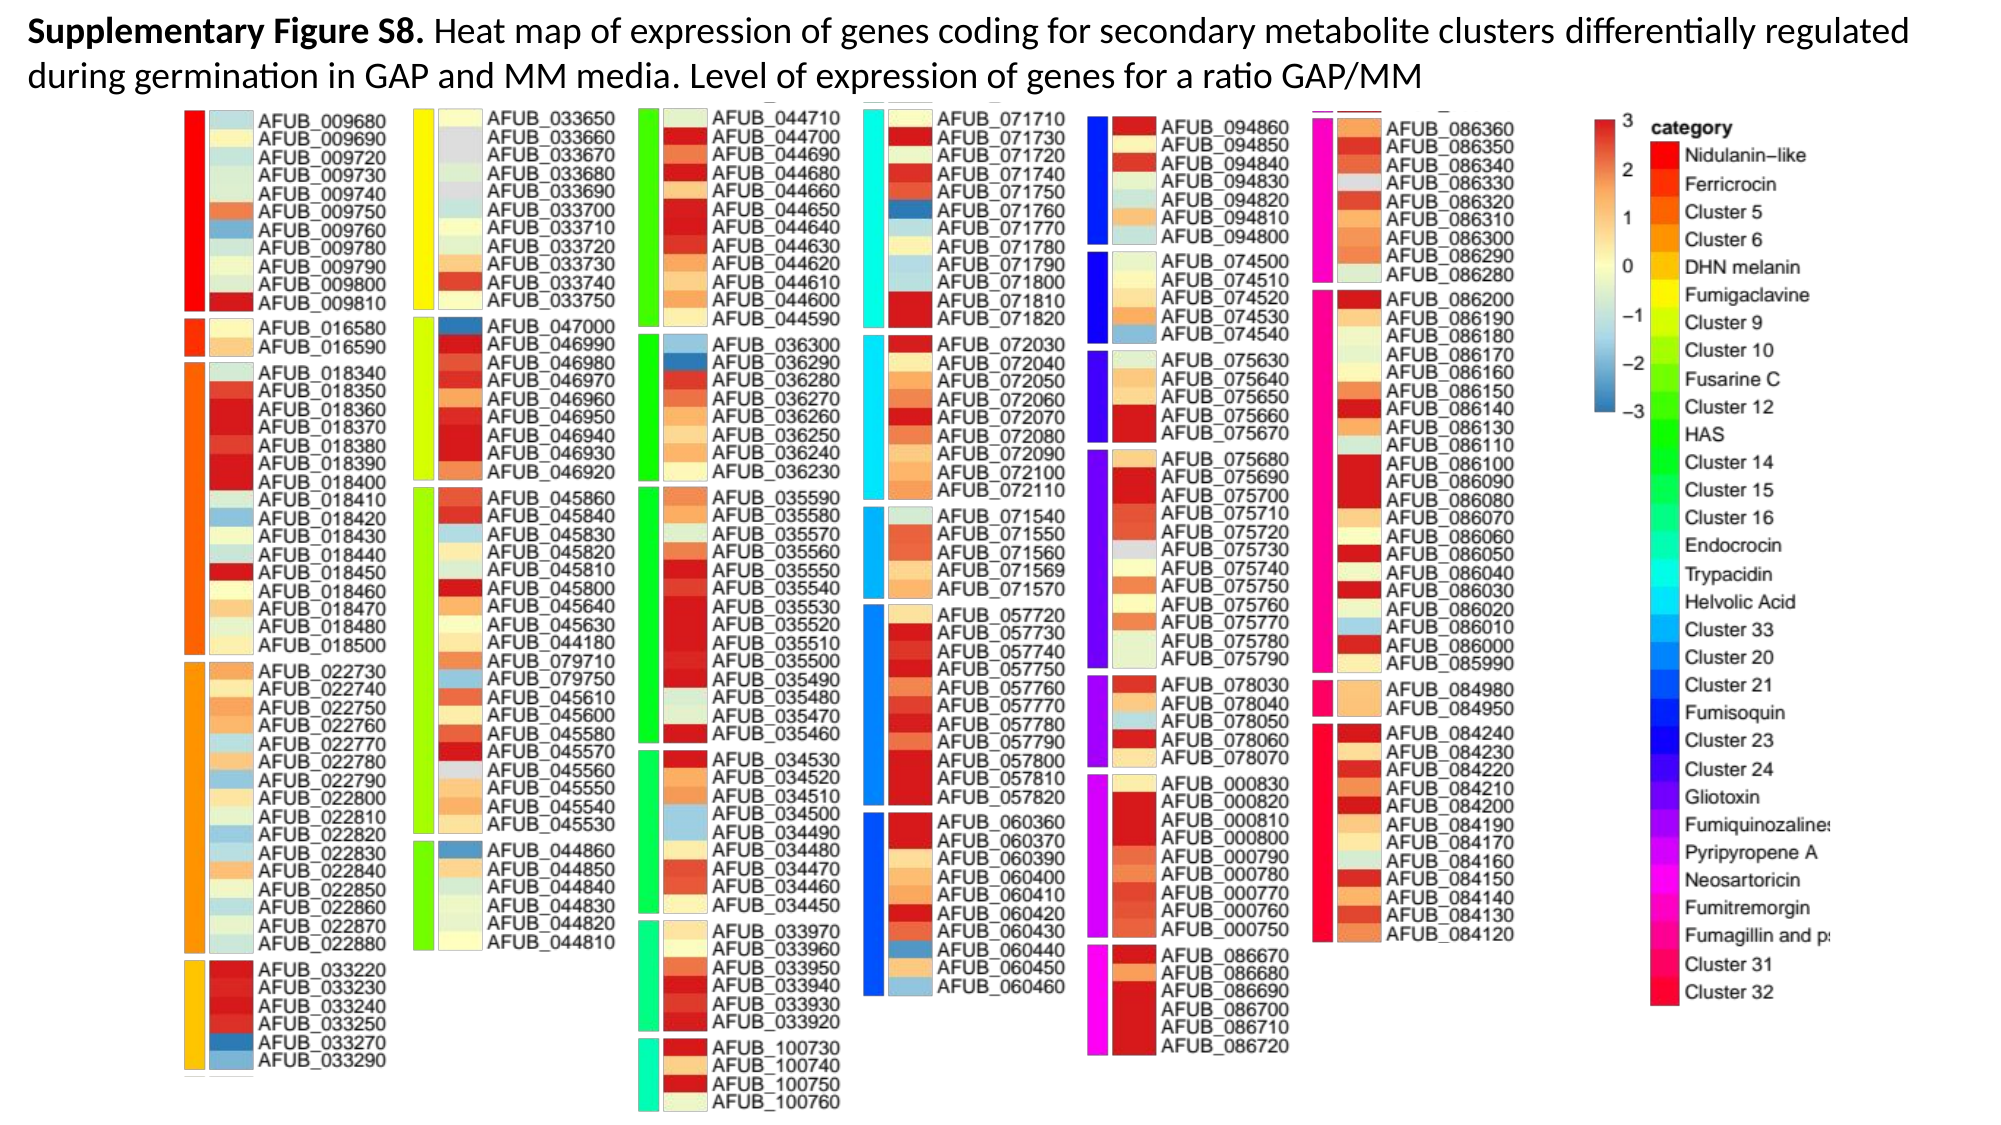

Supplementary Figure S8. Heat map of expression of genes coding for secondary metabolite clusters differentially regulated during germination in GAP and MM media. Level of expression of genes for a ratio GAP/MM

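The fold changes in Table S1 are on the log2 scale and are GAP over MM. For all 494 genes of Table S1 with a value, it equals the log2 fold change in the authors' deposited table within 0.0015. Of the 494 genes, 189 have a value between -1 and 1.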

## Slide 6
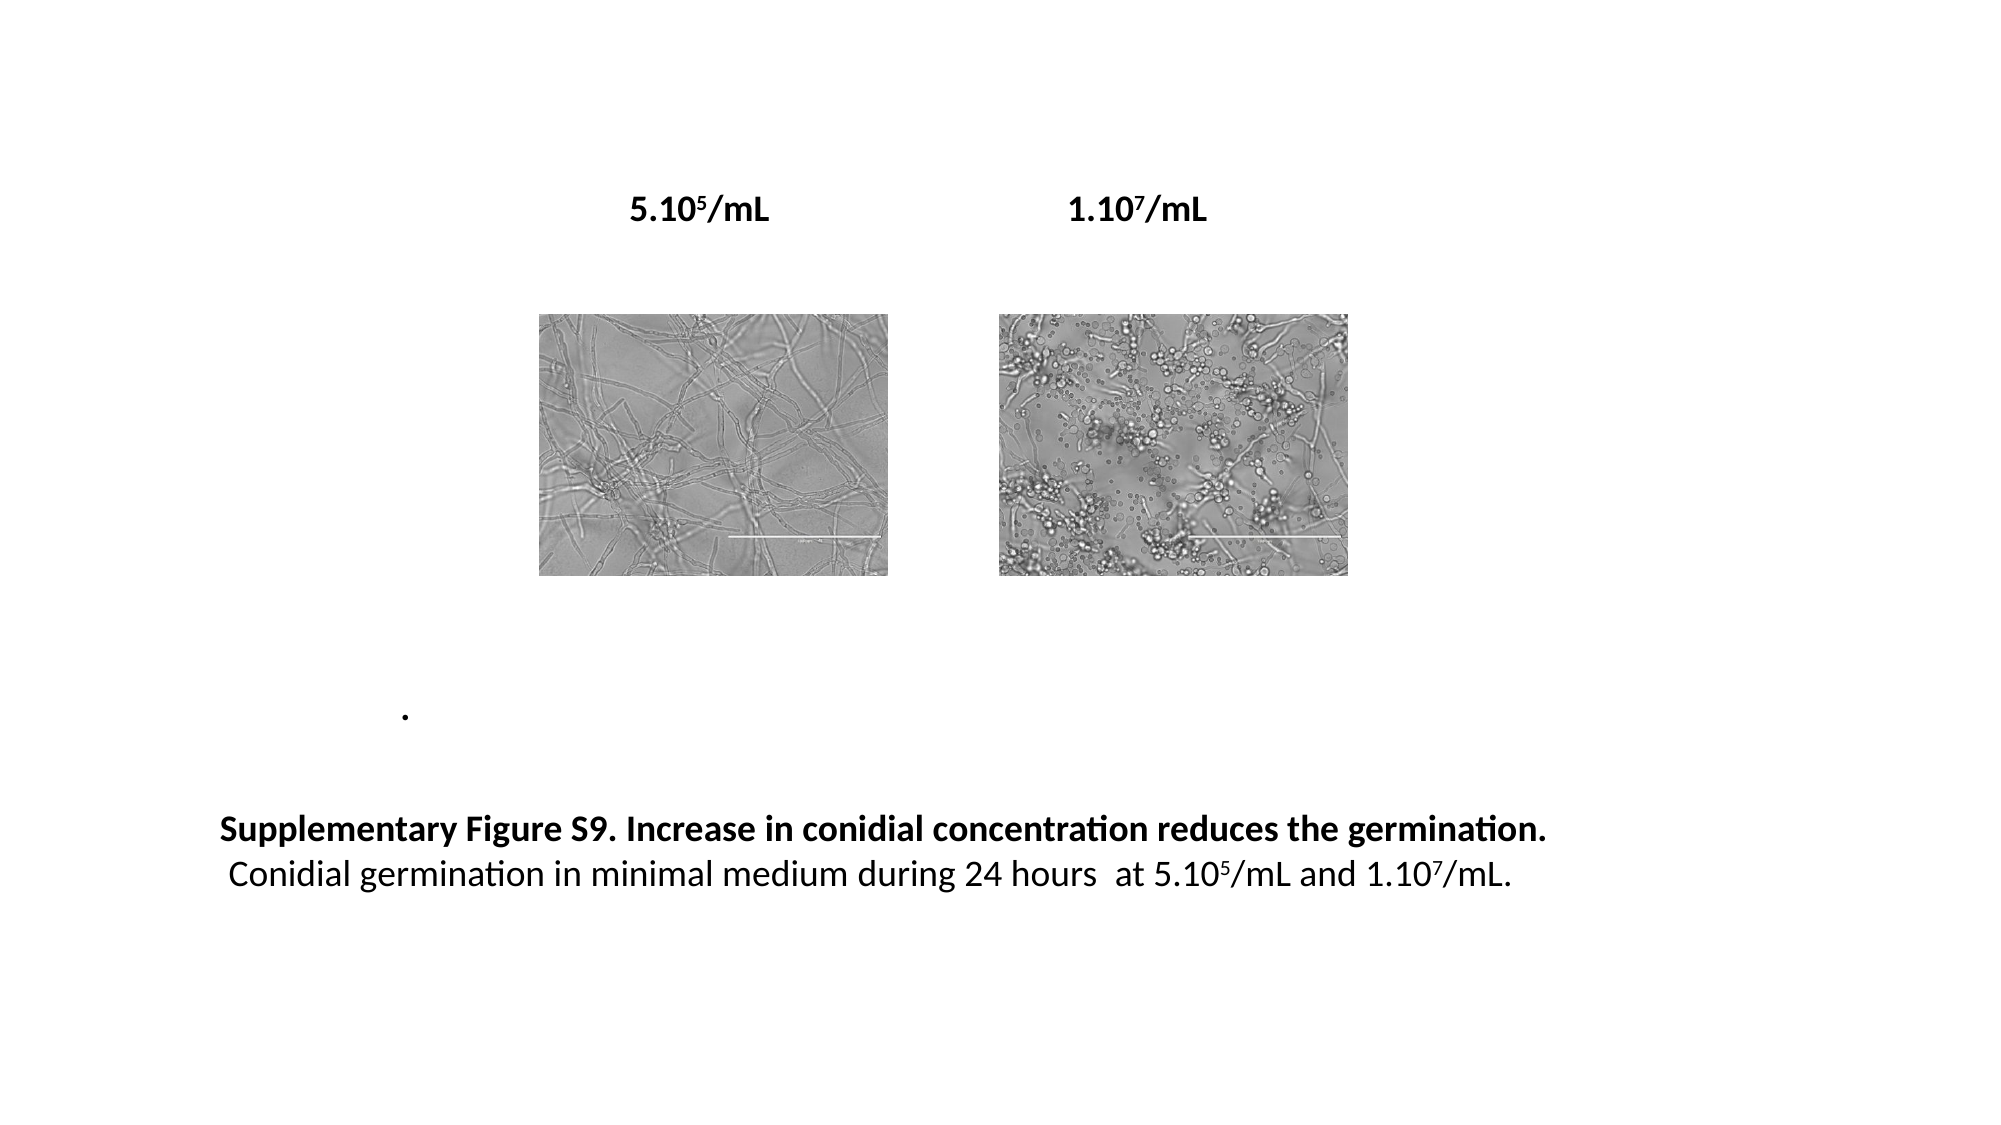

5.105/mL
1.107/mL
.
Supplementary Figure S9. Increase in conidial concentration reduces the germination.
 Conidial germination in minimal medium during 24 hours at 5.105/mL and 1.107/mL.

## Slide 7
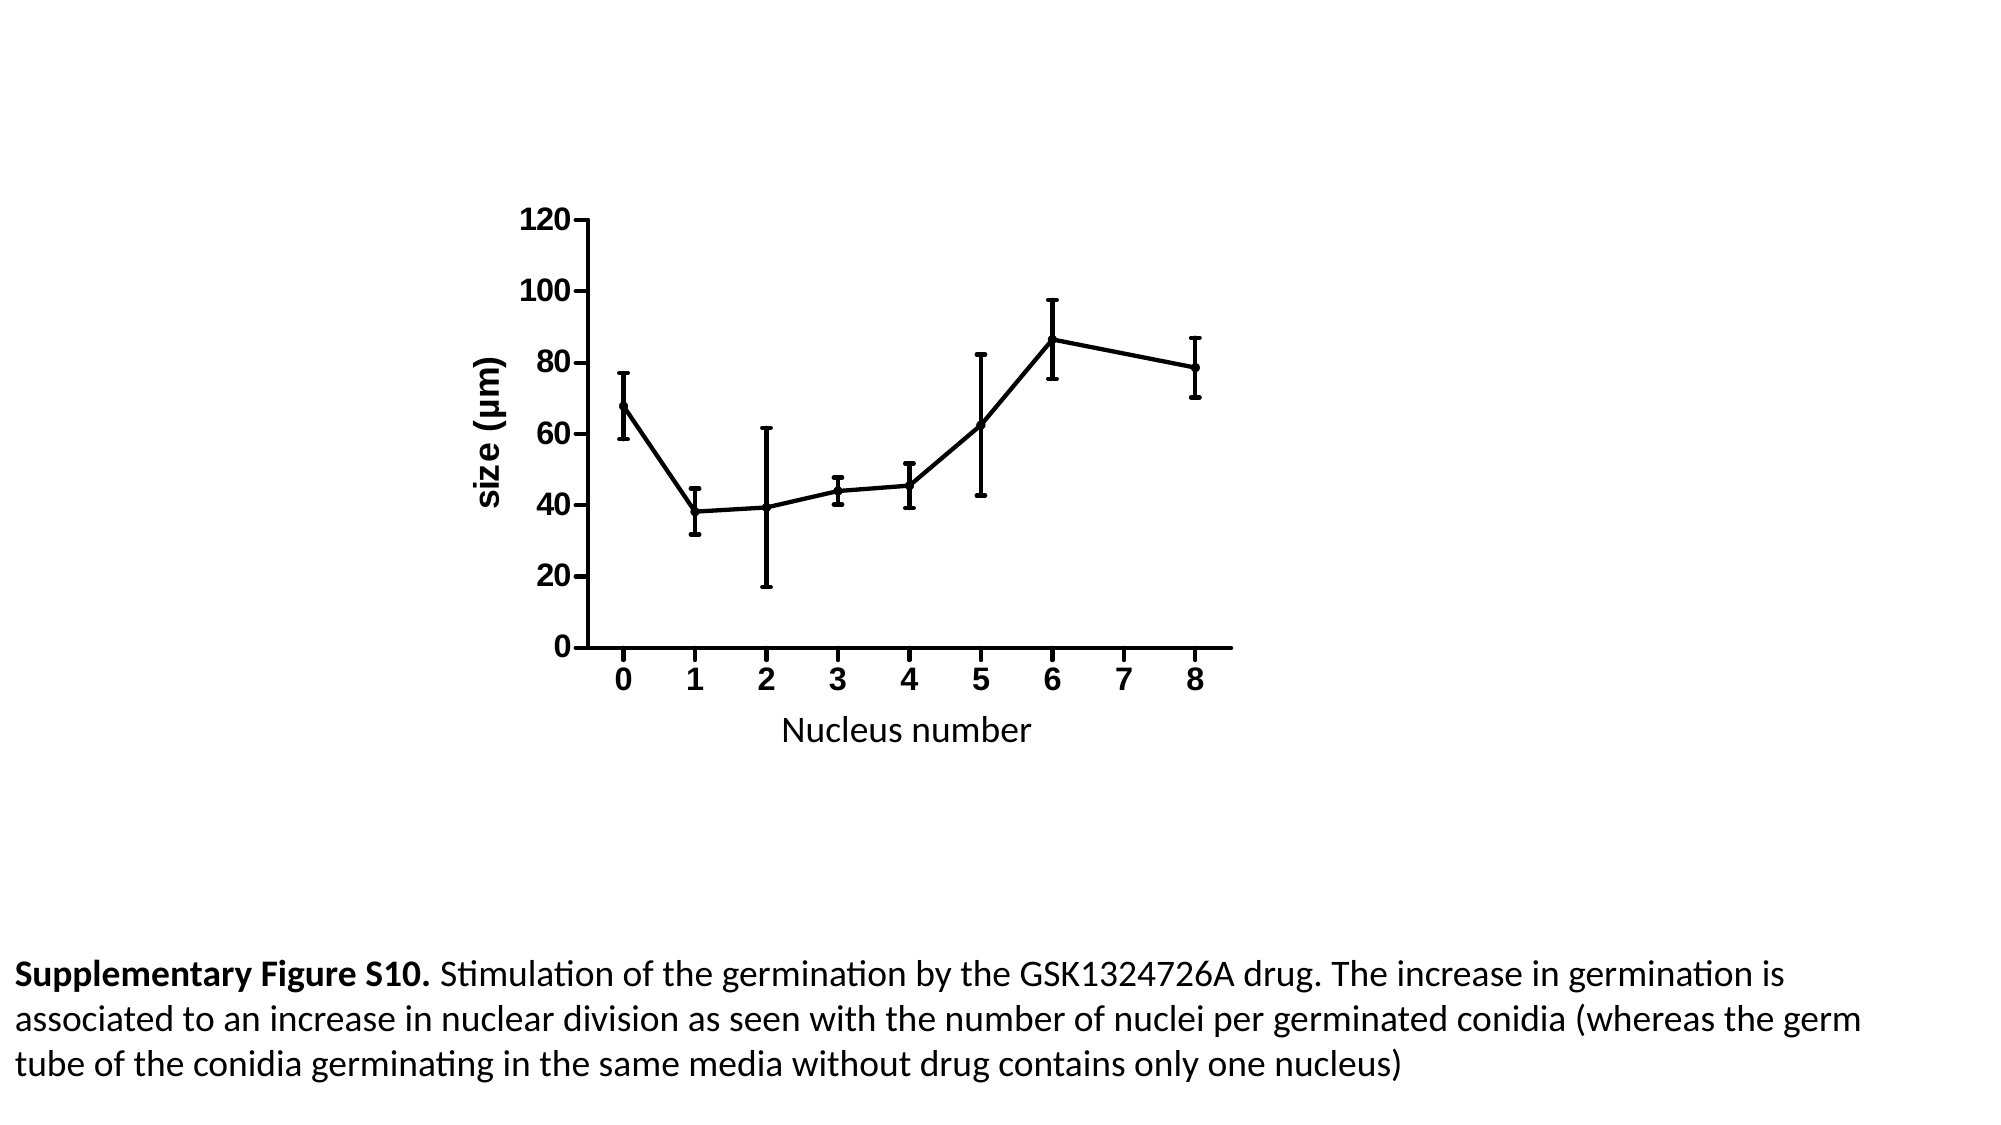

Nucleus number
Supplementary Figure S10. Stimulation of the germination by the GSK1324726A drug. The increase in germination is associated to an increase in nuclear division as seen with the number of nuclei per germinated conidia (whereas the germ tube of the conidia germinating in the same media without drug contains only one nucleus)

# Supplementary material for: Aspergillus fumigatus, One Uninucleate Species with Disparate Offspring
**Source:** J Fungi (Basel). 2021 Jan 6;7(1):30. doi: 10.3390/jof7010030
**Supplement:** Supplementary file 1

Supplementary Table S2 Germination parameters of the conidia of parental strains (KU80) and alpha 1,3 glucan mutant (A), Melanin mutant (P) rodlet mutant ® and quintuple mutant without melanin, rodlets and alpha 1,3 glucan (APR).

|  | KU80 | A | P | R | APR |
| --- | --- | --- | --- | --- | --- |
| Conidia area at T0, mean, px | 270 ±8^a^ | 285 ±7^a^ | 272 ±7^a^ | 247 ±10^a^ | 271 ±9^a^ |
| Conidia area at 6h, px | 510 ±38^a^ | 617 ±30^c^ | 546 ±26^a^ | 529 ±28^b^ | 716 ±32^d^ |
| Conidia area when germ tubes, px | 1156 ±33^a^ | 1056 ±26^b^ | 1204 ±23^a^ | 1120 ±27^b^ | 981 ±26^c^ |
| Time at germ tube, (min) | 576 ±13^a^ | 480 ±10^c^ | 519 ±9^b^ | 489 ±10^c^ | 398 ±10^d^ |

Mean ±standard error are presented and levels not connected by same letter are significantly different

Supplementary Table S3. Germination of conidia recovered after 1 (W1), 2 (W2), 4 (W4) and 8 (W8) of growth.

|  | W1 | W2 | W4 | W8 |
| --- | --- | --- | --- | --- |
| Conidia area at T0, mean, px | 265 ±36^a^ | 256 ±42^a^ | 260 ±30^a^ | 266 ±33^a^ |
| Conidia area at 6h, px | 537 ±36^a^ | 569 ±40^a^ | 499 ±30^a^ | 462 ±33^b^ |
| Conidia area at 8h, px | 851 ±39^a^ | 927 ±42^a^ | 820 ±30^a^ | 700 ±33^b^ |
| Conidia area when germ tubes, px | 1332 ±37^a^ | 1416 ±40 ^a^ | 1210 ±30^b^ | 1160 ±33^b^ |
| Time at germ tube, min | 545 ±15^b^ | 554 ±16^b^ | 555 ±12^b^ | 588 ±13^a^ |

Mean ±standard error are presented and levels not connected by same letter are significantly different

How the deposited data were processed for this re-analysis (not part of the article)

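RNA of germinating conidia was measured in 6 libraries, 3 from GAP medium and 3 from MM medium, mapped to medium and replicate from the sample labels and the methods. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 to the A1163 genome (ASM15014v1) and deposited the count of reads per gene from FeatureCounts, without normalization; versions of these tools, and the use of strand, are not given in the sources used here. The authors also deposited scores per gene, namely counts divided by a size factor per library and rounded, their means per medium, and dispersion values from DESeq2. The mean normalized signal per gene, the fold change as a ratio, its log2 value and the p-values, raw and adjusted, in the authors' deposited table are from their DESeq2 comparison. Only the counts entered the tests; the authors' log2 fold changes and adjusted p-values were used for comparison alone. The methods describe the DESeq2 comparison as between intracellular persisters and control, which are not conditions of these libraries.

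Counts were analysed with edgeR 4.0.16 in R 4.3.3: genes kept by filterByExpr with its default minimum count of 10, TMM scaling, estimateDisp, glmQLFit and glmQLFTest with medium as the only factor, and Benjamini-Hochberg adjustment over the 8852 genes kept. A standard error is the size of the unshrunk coefficient divided by the square root of F. Lists were tested with camera and fry from limma 3.58.1. DESeq2 1.42.0 was the alternative test. A gene without a count in a medium is given as a lower bound against 3 counts over the 3 libraries of that medium, which covers counting error only. On simulated counts for the comparison of GAP and MM, with 200 genes changed, edgeR recovered 96% of the changed genes among 8831 genes tested, with 3.03% false calls, and DESeq2 recovered 93.5% among 9791. The simulation raised as many genes as it lowered and used a fixed dispersion of 0.02. It therefore does not give the rate of false calls in the real data, where 81.6% of the genes tested were called and the scaling is uncertain.

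Lists came from Table S1, compiled by the study from these libraries, and from fixed words in the deposited descriptions. In the ribosome list the words also match nonribosomal peptide synthases; leaving these out was decided after the data were seen. The letters Ctr, fixed for copper genes, also match a choline transport protein, Ctr9 and Ctr86. The Af293 gene table (ASM265v1) holds 512 of the 514 AFUA identifiers of Table S1 and was used only to check identifiers. Genes were named by a rule fixed before the data were examined: any gene of a short Table S1 list behind a statement, up to 3 genes with the largest change in each direction from longer lists and from lists of described genes, and the 5 largest of all genes in each direction, among called genes whose GAP and MM values do not overlap, together with genes whose identifiers are doubled or misspelled in Table S1. The values in Table S1 and the colours of Fig. 8 and Fig. S8 had been seen when the rule was written. The rule gives 91 genes, of which not all are printed, and the text reports no value of the 3 among them with 1 to 3 counts over a medium.

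The alternatives were DESeq2, RLE and upper-quartile scaling, total counts only, no filter and a stricter filter on low counts, the 10 highest-count genes left out, the replicate number as a block, each library left out in turn, robust dispersion, other thresholds, a prior count of 2, and other set tests. Corrections for GC content and gene length were not run, because the genome and gene models of the build were not used here. The 3 libraries of a medium were taken as replicates because the paper and the sample labels give them so. Every pair differed by more than sampling noise, so no 2 were treated as 1 library; the counts cannot show whether the cultures were separate.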

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

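The tests of scaling in this part, on AFUB_055180, on AFUB_070460 and on the autophagy genes, were chosen only after the result was seen. Their outcome was fixed in advance, since a change of scaling moves all genes nearly together, by about 0.65 at most.

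The gene AFUB_055180, described as an RNA 3'-terminal phosphate cyclase, is not among the genes the paper discusses and stood far above its level in MM medium. It had 51395, 41172 and 59157 counts in the GAP libraries and 18, 21 and 41 in the MM libraries, a log2 fold change of 9.99 (standard error 0.27, adjusted p = 9.16e-08, edgeR). The lowest value under 4 scalings was 9.93, so the choice among these scalings does not account for the change. Reads shared with other genes and reads from another organism were not tested. Medium and incubation time stay open as biological explanations and were not separated by the design.

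The gene AFUB_070460, described as a potassium uptake transporter, is also outside the genes discussed. It was at 46.8 ± 4.45 CPM in GAP medium and 1.3 ± 0.113 CPM in MM medium (SD, n = 3), a log2 fold change of 5.17 (standard error 0.15, adjusted p = 1.03e-07, edgeR). The lowest value under 4 scalings was 5.11, so the choice among these scalings does not account for the change. GAP medium lacks the KCl of MM medium but holds KH2PO4, so it is not free of potassium. Whether the missing salt, the missing other components or the longer incubation raised this gene was not tested.

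The 16 genes described by words of autophagy were higher in GAP medium, with a median log2 fold change of 1.58, and 13 were upregulated and 1 was downregulated. Under 4 scalings the lowest median was 1.53, so the choice among these scalings does not account for the shift. The list was chosen after the data had been opened. The prediction of recycling of cell material during growth arrest was written before the list was tested. The list met it by camera (adjusted p = 1.6e-05) and by fry (adjusted p = 4.7e-05). It did not with the estimated correlation (camera adjusted p = 0.326), but that correlation is imprecise when estimated from 6 libraries. A like prediction for the proteasome genes was not met, as given below. A candidate explanation for the autophagy genes is recycling of cell material, but medium, time and growth arrest cannot be separated in these libraries.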

How the results depend on the processing

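Of the 9 lists called, ribosome, nucleotide sugar, galactosaminogalactan, zinc importer, ergosterol, trehalose and secondary metabolite genes kept their direction under 17 alternatives each and their side of the threshold under 16; the exception for each was camera with the estimated correlation. Plant polysaccharide hydrolase genes and B vitamin genes were called under 15. With the estimated correlation, the medians being unchanged at -2.21 (ribosome), -0.28 (B vitamins), -1.04 (nucleotide sugars), -5.22 (galactosaminogalactan), 1.52 (plant hydrolases), 0.98 (zinc importers), -1.39 (ergosterol), 1.26 (trehalose) and 1.26 (secondary metabolites), none was called. With fry, which asks another question, the autolytic hydrolase (median 1.21), sulfur (-0.18), potassium (0.96), magnesium (0.24) and copper (1.13) lists passed the threshold.

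With total counts only, the medians of the B vitamin genes (0.38), siderophore genes (0.47) and sulfur genes (0.46) reversed, and the plant hydrolase list, at 2.17, was no longer called; the reversals follow from the common upward shift of all genes, and the cause of the lost call was not tested. There 1960 genes were downregulated, and 275 genes called under both scalings changed sign, each with an absolute log2 fold change of at most 0.503 under TMM, as the common shift of 0.65 fixes for small changes. The sulfur median was also above 0 with DESeq2 (0.0587) and with no filter (0.0898); the cause was not tested. With glmTreat, 3702 genes were called, 2192 upregulated and 1510 downregulated, by construction of a stricter question.

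Among the glucan synthase genes, total counts only gave 0.34 for AFUB_078400, -0.19 for AFUB_072830, 0.76 for AFUB_056090 and 0.39 for AFUB_047490, and upper-quartile scaling gave -0.17 for AFUB_078400, 0.26 for AFUB_056090 and -0.12 for AFUB_047490. AFUB_047490 also lost its call with the stricter filter (-0.19) and with the replicate block (-0.27). The trehalose gene AFUB_021080, not called at 0.29, was called with upper-quartile scaling (0.44), total counts only (0.94), the stricter filter (0.36), the replicate block (0.28) and without GAP replicate 1 (0.40). With total counts only AFUB_015680 (0.28), AFUB_060280 (0.33) and AFUB_020170 (0.53) reversed, the last also with upper-quartile scaling (0.0330). Over the 91 genes given by the naming rule, 1417 of 1447 alternative values kept direction and side of the threshold.

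With each library left out in turn, the number of differing genes ran from 6731 to 7548. The siderophore median ran from -0.51 to 0.0623, the sulfur median from -0.24 to 0.0192, the autolytic hydrolase median from 1.16 to 1.34 and AFUB_047490 from -0.38 to -0.20. The siderophore sign changed without GAP replicate 2 (0.0580) and without MM replicate 2, the sulfur sign without MM replicate 2, and the autolytic hydrolase list was called without GAP replicate 2.

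Whether the replicate numbers pair the samples is not settled: the deviations of same-numbered GAP and MM libraries from their group means correlated over genes at 0.143, 0.111 and 0.0425 for replicates 1, 2 and 3. These values are low, but differently numbered libraries were not compared in this way, so batches shared by number are not excluded. With the replicate block 7150 genes were called, 7071 of them shared. Loess corrections for GC content and gene length, alone and with the block, were not run. Chosen after the data were seen, the ribosome list by words alone (camera adjusted p = 8.35e-33) and the copper list with copper transporters alone (camera adjusted p = 0.300) kept their side of the threshold. Depth limits the low genes: 180 of the 289 secondary metabolite genes had enough counts to be tested.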

Differences from the paper's values

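Of the 379 tested genes with a value in Table S1, 373 did not differ from the paper's log2 fold change. Of these, 5 had no count in MM medium and were compared only as lower bounds, which were not above the paper's values, so they say little about how close the values are. The other 6 differ, 5 of them by more than the replicate SD and 1 by sign. In each of the 6 the value here is higher by 0.068 to 0.070, and over all tested genes the log2 fold change here is higher than in the authors' deposited table by a median of 0.069, so the 6 gaps are about the size of this common offset. Of the alternatives set before the data were examined, DESeq2 brought all 6 within the paper's values; RLE scaling did so for all but AFUB_036000.

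For AFUB_006590 the paper's value is -1.737 and the value here is -1.67; it also fell within the paper's with no filter and without GAP replicate 2 or MM replicate 1, 2 or 3, and not under the other alternatives. For AFUB_030680 the paper's value is -1.433 and the value here -1.36; the same alternatives and the fit without GAP replicate 3 closed the gap, and the others did not. For chitin synthase G (AFUB_034810) the paper's value is -1.355 and the value here -1.29; the fits without MM replicate 1 or 3 closed it, and the others did not. For AFUB_036000 the paper's value is -0.01 and the value here 0.0577; the fits without GAP replicate 2 or MM replicate 3 closed it, and the others did not. For AFUB_045220 the paper's value is -2.104 and the value here -2.03; no filter and the fits without GAP replicate 1 or MM replicate 1, 2 or 3 closed it, and the others did not. For AFUB_092610 the paper's value is 0.221 and the value here 0.29; the fit without MM replicate 1 closed it, and the others did not.

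The paper states that the genes of B vitamin synthesis were all downregulated; of the 44 tested, 22 were downregulated, 10 were upregulated and 12 were not called. The alpha and beta glucan synthases are stated to be downregulated; of the 6 genes in Table S1, 4 were downregulated, Rom2 was not called and the alpha-1,3-glucan synthase gene AFUB_014990 was upregulated by 3.02. Of these 4, FksP (AFUB_078400) and AFUB_047490 were not called with upper-quartile scaling and were called as upregulated with total counts only, where Rho1 (AFUB_072830) was not called. Clusters 16 and 31 are stated to be upregulated; no gene of either was called here, with 1 gene and 0 genes tested. The fumitremorgin cluster is stated to be upregulated, and 1 of its 2 tested genes was upregulated and 1 was downregulated. For the other clusters named, more genes were upregulated than downregulated.

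In Table S1 the entry erg13B (AFUA_3G10660) carries the identifier AFUB_010660, which the entry hmg2 also carries and which the deposited table describes as HMG-CoA reductase, with a log2 fold change of 1.94 here. Apart from erg13A, the only gene described as hydroxymethylglutaryl-CoA synthase is AFUB_038500, singled out after its values were seen, with a log2 fold change of -2.94 (standard error 0.15, adjusted p = 9.93e-07, edgeR). The identifier AFUB_02017 in Table S1 lacks its last digit; AFUB_020170 was at -0.11 (adjusted p = 0.263, edgeR).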

Other observations

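The tests of scaling for the sulfur assimilation genes and of the summed level and the 9 further gene sets for MM replicate 1 were chosen only after the result was seen, the planned count without the 10 highest-count genes was weighed as a cause after it was seen, and the autophagy, proteasome, translation factor and tRNA synthetase lists were chosen after the data had been opened.

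The difference between the media was by far the largest in these libraries: the first principal component held 93.6% of the variance and separated GAP from MM. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave at least 7219 called genes, the real one (edgeR). Each of the other 9 gave 0 called genes by edgeR and by DESeq2, with 0 to 35 genes at an unadjusted p under 0.05 in edgeR, but they place libraries of both media in each group, which widens the spread. With 10 splits the share cannot fall under 0.1, so the splits alone cannot exclude chance. With every library thinned to the smallest total, 7129 genes were called, and without the 10 highest-count genes 7211, which argues against depth and these 10 genes as the cause. The cytosolic ribosomal genes, with 18.8% of the counts in MM medium and 4.97% in GAP medium, were not left out as a block.

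MM replicate 1 stood apart from MM replicates 2 and 3 on the second component, which held 3.9% of the variance. The genes AFUB_057640 (cytochrome P450), AFUB_057660 and AFUB_057670, with neighbouring identifiers, were among the most downregulated in GAP medium, and AFUB_057640 had 3008 counts in MM replicate 1 against 15587 and 14614 in replicates 2 and 3. Its log2 fold change was -12.26, and -12.76 without MM replicate 1. A state of MM replicate 1 nearer to the GAP medium would need its difference from MM replicate 2 to follow GAP minus MM replicate 3 over genes, and Spearman's rho over the 8852 genes, which are not independent replicates, was 0.112, under the 0.2 set before. GAP material mixed into this library would raise genes far higher in GAP medium, but of 200 such genes 89 (44.5%) were higher in MM replicate 1 than in 2, 97 were lower and 14, near the floor, were equal. Their summed level was 527 CPM in MM replicate 1, 600 in 2 and 675 in 3, against 40256 to 42248 in the GAP libraries. Away from the floor, in 9 sets of genes with at least 20, 50 or 100 counts in MM replicate 3 and a log2 difference of at least 1, 2 or 3 in GAP medium, 25.4% to 53.0% were higher in MM replicate 1 than in 2, while mixing was predicted to raise most of them. No other explanation was tested.

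GAP medium lacks the MgSO4, KCl and trace elements of MM medium, and higher uptake genes were predicted. The sulfur (median log2 fold change -0.18, camera adjusted p = 0.252), potassium (0.96, adjusted p = 0.233), magnesium (0.24, adjusted p = 0.467) and copper (1.13, adjusted p = 0.367) lists did not stand apart from the other genes, and members of the sulfur, potassium and magnesium lists were called in both directions, so the hypotheses of missing minerals stay open. From the 20 tested genes of the sulfur list 2 parts were taken, a choice made after the values were seen. Of 8 assimilation genes, 7 were downregulated and 1 was upregulated, with a median of -2.08 (camera adjusted p = 0.000456), and under 4 scalings the median was at most -1.44. Of 7 tested arylsulfatase and taurine dioxygenase genes, 4 were upregulated and none was downregulated, with a median of 1.93 (camera adjusted p = 0.149). The other 5 tested genes were called too, 2 upregulated and 3 downregulated.

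The 38 proteasome genes were predicted to be higher with protein breakdown during growth arrest. They were lower, with a median of -0.55 (camera adjusted p = 0.0127), 28 downregulated and 2 upregulated, although the median became 0.10 with total counts only. Translation factors (median -1.13, 38 of 47 downregulated) and tRNA synthetases (median -1.16, 34 of 37 downregulated) were also lower. None of these 3 lists was called with the estimated correlation, which is imprecise with 6 libraries.

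Against a floor of 3 counts over the MM libraries, the 4-hydroxyphenylpyruvate dioxygenase gene AFUB_097280 was at least 311-fold higher in GAP medium and the glyoxalase family gene AFUB_034150 at least 192-fold higher. The paper does not report these genes. Of the 7219 called genes, 6715 lie outside the lists behind the paper's statements.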
